# Microarray Analysis of Transcriptional Responses to Abscisic Acid and Salt Stress in *Arabidopsis thaliana*

**DOI:** 10.3390/ijms14059979

**Published:** 2013-05-10

**Authors:** Yujia Liu, Xiaoyu Ji, Lei Zheng, Xianguang Nie, Yucheng Wang

**Keywords:** microarray analysis, *Arabidopsis thaliana*, gene expression, ABA, salt stress

## Abstract

Abscisic acid (ABA) plays a crucial role in plant responses to abiotic stress. To investigate differences in plant responses to salt and ABA stimulus, differences in gene expression in *Arabidopsis* in response to salt and ABA were compared using an Agilent oligo microarray. A total of 144 and 139 genes were significantly up- and downregulated, respectively, under NaCl stress, while 406 and 381 genes were significantly up- and downregulated, respectively, under ABA stress conditions. In addition, 31 genes were upregulated by both NaCl and ABA stresses, and 23 genes were downregulated by these stressors, suggesting that these genes may play similar roles in plant responses to salt and ABA stress. Gene ontology (GO) analysis revealed four subgroups of genes, including genes in the GO categories “Molecular transducer activity”, “Growth”, “Biological adhesion” and “Pigmentation”, which were expressed in response to ABA stress but not NaCl stress. In addition, genes that play specific roles during salt or ABA stress were identified. Our results may help elucidate differences in the response of plants to salt and ABA stress.

## 1. Introduction

Microarray technologies have become a routine tool for the analysis of transcript abundance in the life sciences [1]. For the analysis of defined stimuli such as hormone or abiotic stress treatments, transcriptional profiling has been particularly informative [2]. The microarray analysis of *Arabidopsis thaliana* genome has provided a powerful and widely used method to research the effects of various gene expressions [3,4].

Salinity is the major environmental factor that limits plant growth, which affects the quantity and quality of crops produced [5,6]. According to some studies, nearly 40% of irrigated land worldwide is under quite serious threats of salinization, and the problem of soil salinity is increasing over time [7]. A few plants have developed special organs to improve salt tolerance through active secretion of salt and passive rejection of salt to avoid salt stress [8]. High salinity causes both ionic and osmotic stresses leading to reduced growth rates and eventually to plant death [9]. Salt stress is composed of different stresses that induce an overlapping pattern of gene expression. For example, in a survey of 8,100 *Arabidopsis* genes, around 2400 genes were observed as having a common expression in response to salt, osmotic and cold stress treatments [10]. In other wards, a common set of signal transduction components is triggered during many stress responses [11]. Most commonly, high Na^+^ and Cl^−^ cause the salt stress. NaCl was able to not only induce the osmotic stress [12], but also disturb ion homeostasis and toxicity [13]. In the past few years, microarray analyses of *Arabidopsis thaliana* and rice plants identified hundreds of stress responses under stress treatments [14–18].

ABA is defined as a stress hormone because of its rapid accumulation in response to stresses and its mediation of many stress responses that help plants adapt to environmental challenges [19–21]. Over the past few decades, numerous ABA signaling components, including ABA receptors, have been identified [22–24], and the relationship between ABA accumulation and plant tolerance to osmotic, salt, and chilling stresses has been corroborated [25,26]. Stress-responsive genes can be expressed either through ABA-dependent or ABA-independent regulatory pathways in plants [27,28]. Hence, comparing differences in gene expression is an important method for clarifying differences between ABA-dependent and ABA-independent plant responses to stress. The promoter domains in all ABA-responsive genes contain the ABA-responsive element ABRE [29,30]. Various transcription factors regulate ABA-responsive gene expression [25,31], such as DREB2A/2B, AREB1, RD22BP1 and MYC/MYB, through interactions with their corresponding cis-acting elements, *i.e.*, DRE/CRT, ABRE and MYCRS/MYBRS, respectively [32,33]. However, WRKY transcription factors were regulated by ABA treatment, and ABO3 that antagonize the SnRK2-dependent AREB activation [23].

In many ways, ABA acts as a mediator in the whole-plant response to salt stress [34]. ABA contributes to the increase of xylem water potential, as well as water uptake, in plants subjected to salt stress [35]. According to current understanding, ABA is the long-distance signal that communicates water stress from the root to the shoot [36]. Nevertheless, the point was not supported in the study of [37], indicating that the shoot response to limited soil water supply is not affected by the capacity to generate ABA in the root; however, the response does require ABA biosynthesis and signaling in the shoot. Recently, ABA was found to be a vital cellular signal that mediates the expression of a number of salt-responsive genes. For example, the salt-responsive genes AtNHXl and AtNHX2 are induced by ABA [38]. In addition, salt stress not only induces ABA-mediated gene expression, but it also promotes ABA biosynthesis by transcriptional regulating ABA-biosynthetic genes [39,40]. However, not all salt-responsive genes are affected by ABA, which indicates that the expression of salt-responsive genes can involve ABA-dependent and ABA-independent pathways [41]. The accumulation of RD29A and proline transcripts are regulated in both ABA-dependent and ABA-independent manners [42]. In the present study, we investigated differences in gene expression in *Arabidopsis* subjected to NaCl *vs.* ABA treatment using an Agilent oligo microarray. Genes that play common or specific roles in salt or ABA stress were identified. Our results may help elucidate differences in plant responses to salt and ABA stress.

## 2. Results and Discussion

### 2.1. Genes Expressed in Response to Salt Stress

To investigate changes in *Arabidopsis* gene expression in response to salt stress, gene expression in plants treated with 150 mM NaCl for 6 h before harvest, were studied alongside the control plants, using Agilent GeneChip microarray analysis. 

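The files hold 3 arrays of NaCl-treated seedlings (150 mM, 6 h) and 3 arrays of control seedlings, all from 4-week-old plants. Each array is a one-colour Agilent oligo microarray with 43603 non-control probes, of which 34483 were matched to 25481 loci. The scanner software had subtracted the local background and removed spatial trends, and the intensities had not been normalized between arrays. The median intensity was between 127 and 182 on the control arrays and between 126 and 147 on the NaCl arrays. Between 70.2% and 71.0% of the probes on the control arrays, and between 69.2% and 72.1% on the NaCl arrays, were well above the background. The intensities were put on the log2 scale and quantile-normalized over all 9 arrays of the study. Spots that the scanner software marked as non-uniform or as outliers were left out. The non-uniform spots numbered 205 to 223 on the NaCl arrays, and 992, 1141 and 1 on control replicates 1, 2 and 3. A probe was kept when it was well above the background on all 3 arrays of at least 1 group, and a gene was represented by its brightest probe, which left 22806 genes, 3692 of them without a matched locus. The groups were compared with limma, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. The median SD between the 3 replicates of a gene was 0.26 on the log2 scale in the control and 0.29 with NaCl. All 3 NaCl arrays lay on 1 slide that was scanned 235 days before the control arrays, and the control arrays lay together on another slide. No NaCl array shares a slide or a scan day with a control array, so the treatment and the scan day cannot be told apart. The number of arrays limits the precision of every fold change.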

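In the limma comparison of NaCl with the control, 2264 genes were upregulated and 3024 genes were downregulated, together 23.2% of the genes tested. The setting that moved these numbers most was the methods' t-test with Benjamini-Hochberg adjustment, which called 341 genes upregulated and 254 downregulated. Without adjustment the same test called 1843 and 2443 genes. At 12071 genes, or 52.9% of those tested, all NaCl arrays lay on one side of all control arrays, where chance gives 10%. AT5G10040 had the largest fitted log2 fold change, 11.41 (standard error 1.93, adjusted p = 0.00328 from limma), with a log2 signal of 2.74 ± 2.11 (SD, n = 3) in the control and 14.15 ± 0.866 (SD, n = 3) with NaCl. It was above the background on 1 of 3 control arrays, so the size of this change and its place among the increases rest partly on signals at the background. AT1G12805 was not above the background on any control array and was at least 477-fold higher with NaCl (adjusted p = 0.00035 from limma). The gene RRTF1 (AT4G34410) rose by 9.40 on the log2 scale (standard error 0.56). The largest downregulation was that of the plant defensin gene PDF1.2b (AT2G26020), whose log2 signal was 15.79 ± 1.20 (SD, n = 3) in the control and 7.81 ± 1.06 (SD, n = 3) with NaCl. Of all genes called in this comparison, 433 were at the background on every array of one of the groups, so that their fold changes are known only as lower limits.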

With *p*-value > 0.05 and a threshold of twofold change, a total of 144 and 139 genes that were upregulated and downregulated, respectively, in response to salt stress were identified (Supporting Information Table S1). 

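Gene families were taken from the gene names in the reference annotation, so members with other names counted among the other genes. Each family was compared with all other matched genes by a two-sided Fisher's exact test. Benjamini-Hochberg adjustment covered 24 tests of 12 families in both treatments. Of the matched genes outside the zinc finger family, 21.8% were called with NaCl. Among 52 tested zinc finger genes, 28.9% were called, 11 up and 4 down (exact test, adjusted p = 0.441). The NAC family had 70 tested genes, 11 up and 11 down (exact test, adjusted p = 0.274). The bHLH family had 26 tested genes with 4 up and 3 down (exact test, adjusted p = 0.678), and the LTP family had 14 with 4 up and 1 down (exact test, adjusted p = 0.412). For the TCP family, 1 gene was up and 1 down of 15 tested (exact test, adjusted p = 0.691). Heat shock proteins had 8 up and 3 down of 31 tested (exact test, adjusted p = 0.274). None of the 24 tests passed the threshold, and the lowest adjusted p was 0.0664, shared by the MYB and ERF families with NaCl. On calls at an unadjusted limma p under 0.05, the ERF (adjusted p = 0.00496), MYB (adjusted p = 0.0202) and glutathione S-transferase (adjusted p = 0.0332) families passed it with NaCl. In tests of the whole family, fry placed the zinc finger (adjusted p = 0.00279) and TCP (adjusted p = 0.0305) families higher with NaCl, while limma's camera passed no family with NaCl (zinc finger, adjusted p = 0.0612), nor did camera with the correlation estimated from the data (lowest adjusted p = 0.192). Miscellaneous RNA was not analysed here.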

Among the differentially expressed genes, some genes encoding proteins in the same family were enriched under salt stress conditions (Supporting Information Table S1), including genes encoding zinc finger proteins, bHLH family proteins, NAC transcription factors, LTP family proteins, TCP family transcription factors, miscellaneous RNA (misc RNA) and heat shock proteins, indicating that these genes may play important roles in mediating stress tolerance.

Of these differential expression genes, we identified two drought-responsive genes, rd22 and rd26, which were well known as stress-inducible genes [43,44]. Furthermore, there was a gene encoding an oxygen-binding protein which is involved in oxidative stress response [16]. In addition, we also obtained a Serine carboxypeptidase S10 family protein which is regarded as a salt stress-specific marker gene in *Arabidopsis thaliana* [2]. These results are consistent with our previous finding that a common set of signal transduction components are triggered in many stress responses. 

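The gene RD22 (AT5G25610) had a log2 signal of 14.06 ± 0.562 (SD, n = 2, since 1 control spot was left out) in the control and 15.33 ± 0.773 (SD, n = 3) with NaCl. Its log2 fold change was 1.27 (standard error 0.45, adjusted p = 0.0617 from limma), with all NaCl arrays above all control arrays. Leaving out 1 array at a time, RD22 passed the threshold in 1 of 9 fits. The gene RD26 (AT4G27410) had a log2 signal of 12.63 ± 0.437 (SD, n = 3) in the control and 12.81 ± 0.279 (SD, n = 3) with NaCl. Its log2 fold change of 0.18 (standard error 0.28, adjusted p = 0.628 from limma) was smaller than the spread between replicates, and it ranged from -0.021 to 0.41 with 1 array left out.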

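The reference annotation names 51 serine carboxypeptidase-like genes, of which 31 were tested. With NaCl, 8 of them were upregulated and 3 were downregulated. The largest fold change among the upregulated genes was that of SCPL7 (AT3G10450), at 2.78 on the log2 scale (adjusted p = 5.68e-04 from limma). The gene SCPL9 (AT2G23010) had the lowest log2 fold change, -2.76 (adjusted p = 0.0382 from limma). The paper's text does not name the locus of its carboxypeptidase. From the families that it finds enriched under salt stress, the paper proposes that these genes mediate stress tolerance.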

In our experiment, however, the number of salt-responsive genes is significantly lower than that in the studies of Kreps *et al.* [10] and Kilian *et al.* [11].

GO classification was conducted for the pathways significantly (*p* < 0.05) enriched in the differentially regulated genes under salt stress. Among the “Molecular function” group, 108 genes were in the “Catalytic activity” category, while 92 genes were “Binding function” genes, 33 genes were “Transcription regulator activity factor” genes, and 16 genes were in the “Transporter activity” category (Figure 1a). These results suggest that these pathways are highly activated under salt stress. For the GO term “Cellular component”, 165 genes were categorized as “Cell” and “Cell part” component genes, while 73 and 14 genes belong to “Organelle” and “Organelle part”, respectively, and eight genes belong to “Macromolecular complex” (Figure 2a). Numerous genes were classified into the “Biological process” category, including 111, 111, 59, 42, 38, 22 and 19 genes in the categories “Cellular process”, “Metabolic process”, “Response to stimulus”, “Biological regulation”, “Regulation of biological process”, “Developmental process” and “Multicellular organismal process”, respectively (Figure 3a). The genes involved in these pathways were highly accumulated, indicating that these pathways are important for the salt stress response.

### 2.2. Genes Expressed in Response to ABA Treatment

To identify genes expressed in *Arabidopsis* in response to ABA stress, gene expression in plants treated with 10 μM ABA for 6 h before harvest was compared with that of control plants using Agilent GeneChip microarray analysis. 

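The ABA experiment has 3 arrays of seedlings treated with 10 μM ABA for 6 h, compared with the same 3 control arrays as the NaCl experiment. The median intensity of the ABA arrays was between 191 and 254, and between 69.1% and 72.1% of their probes were well above the background. The ABA arrays were scanned on the same day as the control arrays, but on slides that hold no control array, with replicate 1 on one slide and replicates 2 and 3 on another. Non-uniform spots numbered 1 to 7 per ABA array. The median SD between ABA replicates was 0.22 on the log2 scale. Processing, filter and test were those of the NaCl experiment, in 1 fit of all arrays. Because both treatments were compared with the same controls, an error in the control values enters both sets of fold changes alike.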

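With ABA, 192 genes were upregulated and 167 genes were downregulated against the control, 1.57% of the genes tested. At an unadjusted limma p under 0.05 and the same fold threshold, 608 and 646 genes passed. The methods' t-test without adjustment called 386 and 465 genes, and with Benjamini-Hochberg adjustment it called 0 and 0. The numbers fell whichever of the compared arrays was left out, where fewer arrays also weaken the test. Without ABA replicate 1, 60 genes were upregulated and 27 downregulated. Leaving out control replicate 3 gave 73 and 55 genes, and leaving out control replicate 1 gave 122 and 61. Without ABA replicate 2 the numbers were 94 and 41, and without ABA replicate 3 they were 105 and 73. The downregulated genes alone moved by as much without control replicate 2, to 111, and without NaCl replicate 2, to 82. At 6744 genes, or 29.6% of those tested, all ABA arrays lay on one side of all control arrays. The protein phosphatase gene HAI1 (AT5G59220) rose from a log2 signal of 7.29 ± 0.951 (SD, n = 3) to 12.85 ± 0.077 (SD, n = 3), a log2 fold change of 5.55 (standard error 0.41, adjusted p = 0.00141 from limma). AT3G17520, which was at the background on every control array, was at least 16.7-fold higher with ABA. The ABA receptor gene PYL6 (AT2G40330) had the lowest fitted log2 fold change among the called genes, -4.70 (standard error 0.50, adjusted p = 0.00602 from limma); it was above the background on 2 of 3 ABA arrays, so this size rests partly on a signal at the background. ABA replicates are numbered as in the array files, and the series table orders them differently.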

With *P*-value > 0.05 and a threshold of twofold change, we determined that 408 genes were significantly upregulated, and 381 genes were significantly downregulated under ABA stress conditions (Supporting Information Table S2). 

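The gene RD29A (AT5G52310), which the reference names LTI78, had a log2 signal of 12.43 ± 1.51 (SD, n = 3) in the control and 14.08 ± 0.182 (SD, n = 3) with ABA. Its log2 fold change was 1.64 (standard error 0.71, adjusted p = 0.266 from limma), and the ABA arrays all lay above the control arrays. Another probe of the same gene gave a log2 fold change of 1.69. The gene COR15A (AT2G42540) had a log2 signal of 12.96 ± 1.06 (SD, n = 3) in the control and 13.32 ± 0.180 (SD, n = 3) with ABA, a log2 fold change of 0.36 (standard error 0.50, adjusted p = 0.757 from limma). With 1 array left out, its fold change ran from -0.085 to 0.94 on the log2 scale. In both genes the spread between control replicates was larger than that between ABA replicates.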

In our study, however, we were not able to obtain RD29A and COR15A, the marker genes response to ABA signal in the study of Goda *et al.* (2008) [45]. Nevertheless, some other marker genes which play an important role in responding to ABA were monitored in the profile, such as ABIs and AREB/ABFs [46,47], the governor of ABA signal-regulated genes, where bZIP transcription factors were observed in our study [48,49]. In addition, there are many genes related to stress tolerance that were upregulated by ABA treatment, including genes encoding LEA family proteins, WRKY and MYB transcription factors, leucine zipper proteins, glutathione S-transferases (GST), nc RNA and ERF transcription factors, all suggesting that these genes are involved in the ABA signaling stress response.

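The gene ABI1 (AT4G26080) was upregulated by ABA from a log2 signal of 12.83 ± 0.207 (SD, n = 3) to 14.60 ± 0.219 (SD, n = 3), a log2 fold change of 1.77 (adjusted p = 0.00389 from limma). For ABI2 (AT5G57050) it was 2.91 (standard error 0.15, adjusted p = 0.00106 from limma), with 2 control spots used. The log2 fold change of ABI5 (AT2G36270) was 2.39, and its adjusted p of 0.0547 from limma did not pass the threshold. Of the AREB/ABF genes, ABF3 (AT4G34000) rose by 2.28 (adjusted p = 0.00192 from limma) and ABF2 (AT1G45249) by 1.45 (adjusted p = 0.02 from limma) on the log2 scale. With 1 array left out, ABF2 was called in 5 of 9 fits, with an adjusted p of up to 0.104. ABF1 (AT1G49720) and ABF4 (AT3G19290) changed by 0.43 and 0.026 and were not called. Over the 17 tested genes of the markers that the paper names, 4 were called with ABA over all genes tested and 7 when adjusted over the list alone. With NaCl the counts were 10 over all genes tested and 11 when adjusted over the list alone. Since the study chose part of this list on these samples, the counts over the list alone are not independent evidence.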

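Of the genes that the reference annotation names after these families, few were called with ABA. Family members with other names were not counted, so the counts can cover only part of a family. Among 8 tested genes with a LEA name, 1 was upregulated and none was downregulated by limma (12.5% called, adjusted p = 0.315 from Fisher's exact test). At an unadjusted limma p under 0.05, 3 were upregulated. With upper and lower case read alike, a reading chosen after the results were seen, 13 tested genes matched and 3 were called. The WRKY family had 0 upregulated and 2 downregulated genes of 54 tested, where limma at an unadjusted p gave 2 and 4 and the methods' t-test without adjustment gave 1 and 3. The MYB family had 1 upregulated gene of 103, against 12 at the unadjusted limma p and 5 by the methods' t-test. No glutathione S-transferase gene of 45 tested was called by limma, and 4 were upregulated at its unadjusted p under 0.05, against 1 by the methods' t-test. Of 31 genes with a leucine zipper name, none was upregulated and 1 was downregulated by limma. At the unadjusted p and by the methods' t-test alike, 0 and 4 passed. The bZIP genes ABF2 and ABF3, which were called up with ABA, are not among these 31. Neither is HB21 (AT2G18550), which the paper lists as a leucine zipper protein. Of 144 ERF genes, 2 were upregulated and 2 downregulated, where limma at an unadjusted p gave 7 and 12 and the methods' t-test without adjustment gave 3 and 10. On calls at the unadjusted limma p, Fisher's exact test passed the threshold for the ERF (adjusted p = 0.00496), MYB (adjusted p = 0.0203), LEA (adjusted p = 0.0332) and bHLH (adjusted p = 0.0385) families with ABA. Relative to all tested genes, limma's camera test placed the LEA family (adjusted p = 0.00315), the MYB family (adjusted p = 0.00315) and the NAC family (adjusted p = 0.0239) higher with ABA, and the family medians lay above the median of all genes under each scaling tried. Under fry the LEA family alone of these passed the threshold (adjusted p = 0.0305), and the ERF family was lower with ABA (adjusted p = 0.0305); with a correlation estimated from the data none did, with 0.192 as the lowest adjusted p. From the upregulation of these families, the paper proposes that they take part in the ABA signaling stress response.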

To study whether these differential expression genes are regulated by bZIP transcription factors via binding to the ABA-responsive-element (ABRE) in their promoter, we randomly selected the genes which upregulated more than fivefold under ABA stress treatment, and screened their promoter region by searching ABRE (5′-CACGTG-3′) motifs. The results showed that almost all of these genes have at least one motif of ABRE in their promoter region and most of them have two or more ABRE motifs (Supporting Information Table S3). This result confirmed that these genes are involved in the ABA signaling stress response, regulated by bZIP transcription factors via binding to ABRE in their promoter.

GO analysis was conducted for the pathways significantly *(P* < 0.05) enriched in the differentially expressed genes under ABA treatment. In the “Molecular function” category, there were 242 genes belonging to “Catalytic activity”, 285 genes belonging to “Binding function”, 88 genes involved in “Transcription regulator activity factor”, and 37 genes involved in “Transporter activity.” These functional pathways are highly induced by ABA and play important roles in ABA-dependent signaling pathways. In addition, the subgroup “Molecular transducer activity”, which contains 11 genes, was differentially regulated by ABA but not salt stress (Figure 1b), suggesting that this pathway is important for the ABA-dependent signaling pathway. In the term “Cellular component”, 441 genes were grouped into the “Cell” and “Cell part” components, while 213 and 38 genes were categorized as “Organelle” and “Organelle part” component genes, respectively, and 36 genes were categorized as “Macromolecular complex” genes (Figure 2b).

In the “Biological process” category, there were 285, 258, 148, 138, 120, 76 and 66 genes grouped into “Cellular process”, “Metabolic process”, “Response to stimulus”, “Biological regulation”, “Regulation of biological process”, “Developmental process” and “Multicellular organismal process”, respectively (Figure 3b). These results indicate that these processes play important roles in ABA-dependent signaling pathway. Moreover, 10 genes in the “Growth” category were differentially regulated by ABA but not NaCl stress, suggesting that this process is involved in the ABA-dependent signaling pathway but is not involved in the salt stress response.

### 2.3. Confirmation of Microarray Results by Quantitative Real-Time PCR

In the microarray analysis, saturation of fluorescent signals in the microarray or to cross-hybridization among genes is possible to occur, which leads to false results; therefore, we performed quantitative real-time PCR analysis on specific transcripts to provide further validation of our microarray experiment data. 

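Among the non-control spots of the 9 arrays, the scanner software marked 0 as saturated on every array. For 6036 genes, at least 1 further probe could be tested beside the brightest one. The log2 fold change of the brightest probe was compared with the mean over the gene's other tested probes. Across these genes, which are not independent replicates, the correlation was 0.841 with NaCl and 0.75 with ABA. Among the genes called with NaCl, the mean of the other probes had the same sign at 96.5% of 1175 genes. With ABA this mean had the same sign at 77 of 80 called genes.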

We selected 10 genes representing different functional categories in response to NaCl and ABA treatment according to our microarray analysis, including: five genes that have more expression than others and were upregulated by both stressors; four genes which have less expression than others and were downregulated by both stressors; and one gene that was upregulated by NaCl stress, but downregulated by ABA stress (Figure 4). All 10 of the genes showed the same expression patterns with quantitative real-time PCR as they did with microarray analysis, demonstrating the reliability of the microarray results. However, the fold-changes determined by microarray analysis and real-time RT-PCR were slightly different (Table 1). This may have been due to technical differences in the analysis and normalization methods.

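For all 10 genes of Table 1, the array fold change had the same sign as the paper's RT-PCR fold change with NaCl and with ABA. With NaCl this held for 9 of 10 genes with the mean of a gene's probes and with array weights. With the dimmest probe of each gene it held for 8 of 10. Across the 10 genes, which are not independent replicates, the log2 fold changes on the arrays and the paper's RT-PCR values had a Pearson correlation of 0.895 with NaCl (permutation p = 0.00118, adjusted p = 0.00472 over 4 correlations). With ABA it was 0.691 (permutation p = 0.0243, adjusted p = 0.0243). Spearman's rho was 0.746 with NaCl (permutation p = 0.0173, adjusted p = 0.0243) and 0.721 with ABA (permutation p = 0.0233, adjusted p = 0.0243). Without the 2 genes farthest from the median of the array values, the Pearson correlation was 0.817 with NaCl (permutation p = 0.0165) and 0.827 with ABA (permutation p = 0.0126). The genes fall into upregulated and downregulated ones. Within the 6 genes that RT-PCR finds upregulated by NaCl, Pearson's r was 0.345 (exact permutation test, p = 0.503) and Spearman's rho was 0.0286 (exact permutation test, p = 1). Within the 4 genes downregulated by NaCl, r was 0.778 (exact permutation test, p = 0.333), with 24 orders in all. With ABA, r was -0.00885 within the 5 upregulated genes (exact permutation test, p = 1) and -0.408 within the 5 downregulated genes (exact permutation test, p = 0.558). With so few genes these tests can miss a relation within a direction, so whether the correlations hold beyond the direction of change is not settled. From the shared patterns the paper concludes that the microarray results are reliable.

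**Figure D1:**
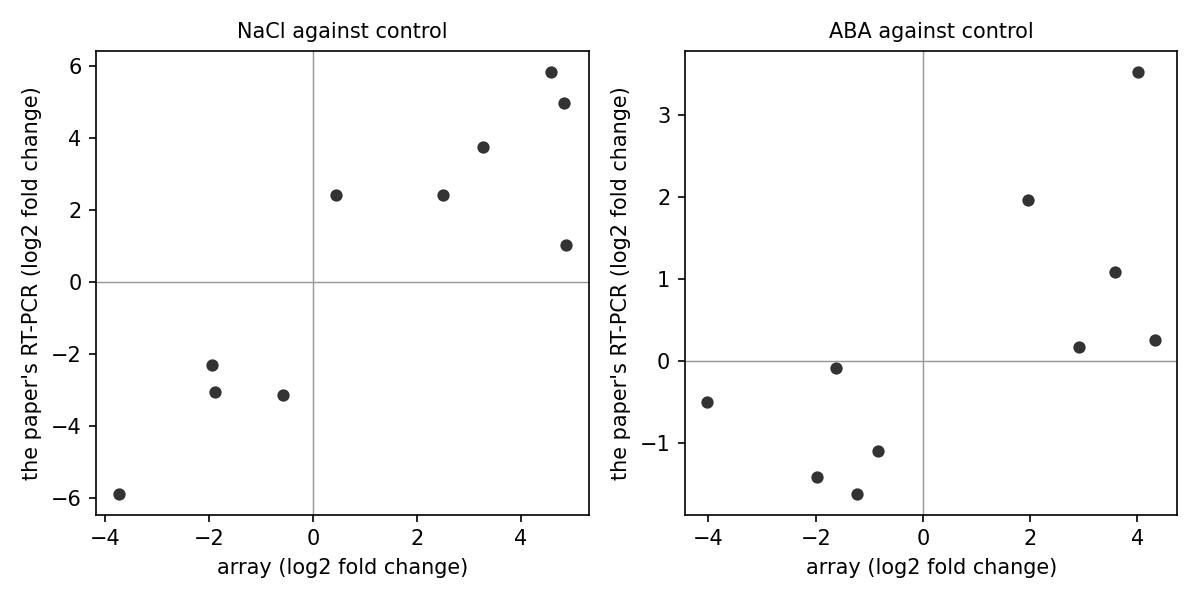
Array log2 fold change against the control (horizontal axis) and the paper's RT-PCR log2 fold change (vertical axis) of the 10 genes of Table 1, with NaCl on the left and ABA on the right; each point is 1 gene. All 10 genes lie in the quadrants where both methods give the same direction, in both panels.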

### 2.4. Comparison of Gene Expression Profiles between Salt and ABA Treatments

We further compared the levels of gene expression in response to salt and ABA treatment. 

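The difference in the number of genes called, ABA minus NaCl, was -4929, counted from 359 genes called with ABA and 5288 called with NaCl. The difference was negative in each alternative processing, between -8589 and -595. When the 6 treated arrays were split in 10 ways into groups of 3, no other split gave a difference as large as the real one (exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The real split also separates the scan days and slides, so this test cannot tell the treatment from the batch. Each other split mixes NaCl and ABA arrays within a group. This widens the spread and lowers the calls, so the real split was favoured from the start. In the direct comparison of both treatments, 2382 genes were higher and 2238 genes were lower with ABA than with NaCl. The SD of the log2 fold changes over all genes was 1.25 with NaCl and 0.62 with ABA.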

The results show that ABA regulates the expression of more genes than salt stress. 

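By limma, 139 genes were upregulated by both treatments and 76 genes were downregulated by both. These are overlaps of 2 sets of calls that share their controls. In simulated data in which the effects of the treatments were independent across genes and the controls were shared, 15.4 genes on average were upregulated by both and 15.9 were downregulated by both, with at most 23 and 24 in 20 draws. Across all tested genes, which are not independent replicates, the log2 fold changes of the treatments had a correlation of 0.414. Treated groups simulated without any change against the shared controls gave 0.499, a value that the shared controls set by design, and groups with independent effects gave 0.141. With fold changes taken against different control arrays, the correlation ran from 0.0898 to 0.323 over 6 assignments of the arrays. The counts of genes upregulated by both treatments and of genes downregulated by both treatments were 51 and 18 without ABA replicate 1, 79 and 24 without ABA replicate 2, and 78 and 44 without ABA replicate 3. They were 91 and 34 without control replicate 1 and 64 and 37 without control replicate 3. Without NaCl replicate 2, 41 genes were downregulated by both.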

Among the differentially expressed genes, 31 and 23 genes were upregulated and downregulated, respectively, in both NaCl- and ABA-stressed plants. Only one gene showed opposite patterns of regulation in response to the two treatments (Figure 5).

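6 genes were called in opposite directions by the treatments, where 26.6 on average were called in the simulation with independent effects. Upregulated by NaCl and downregulated by ABA were AT1G15015, AT5G02580, AT5G39850 and AT5G66590, which are named here after their values were seen. Their log2 differences between ABA and NaCl, which follow from the opposite calls in the same fit, lay between -5.15 (AT5G02580) and -2.28 (AT5G39850). Without ABA replicate 1 no gene was called in opposite directions, and 1 gene was without ABA replicate 2 and 1 without control replicate 3. Without control replicate 1 there were 3 such genes.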

Genes that were differentially regulated by salt or ABA treatment were classified into categories according to their expression patterns (Figure 6). 

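Of the 31 genes of Table 2, all had a positive array fold change in both treatments. With NaCl, 28 of them were called, and the log2 fold changes of all 31, called or not, lay between 0.18 and 5.47 with a median of 2.50. ABA gave calls for 17 of them, and over all 31 the log2 fold changes lay between 0.74 and 4.33 with a median of 2.17. All 17 were called in both treatments, against 27 at an unadjusted limma p under 0.05 and 25 by the methods' t-test. The transcription factor gene NAC019 (AT1G52890) was called with NaCl at 1.84 (adjusted p = 0.0014 from limma) and with ABA at 2.04 (adjusted p = 0.011 from limma). The gene of bHLH122, named FBH3 in the reference (AT1G51140), had 2.07 and 1.74. For HB21 (AT2G18550), the gene of ATHB21, the log2 fold changes were 2.72 with NaCl and 2.39 with ABA, the latter with an adjusted p of 0.0592 from limma. KNAT3 (AT5G25220) changed by 0.86 and 0.74, less than the fold threshold. The protein phosphatase gene HAI2 (AT1G07430) had log2 fold changes of 4.59 (adjusted p = 5.27e-04 from limma) and 4.33 (adjusted p = 0.00781 from limma). The gene of NAC72, which is RD26, was not called with ABA either (log2 fold change 1.41, adjusted p = 0.0508 from limma).

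**Figure D2:**
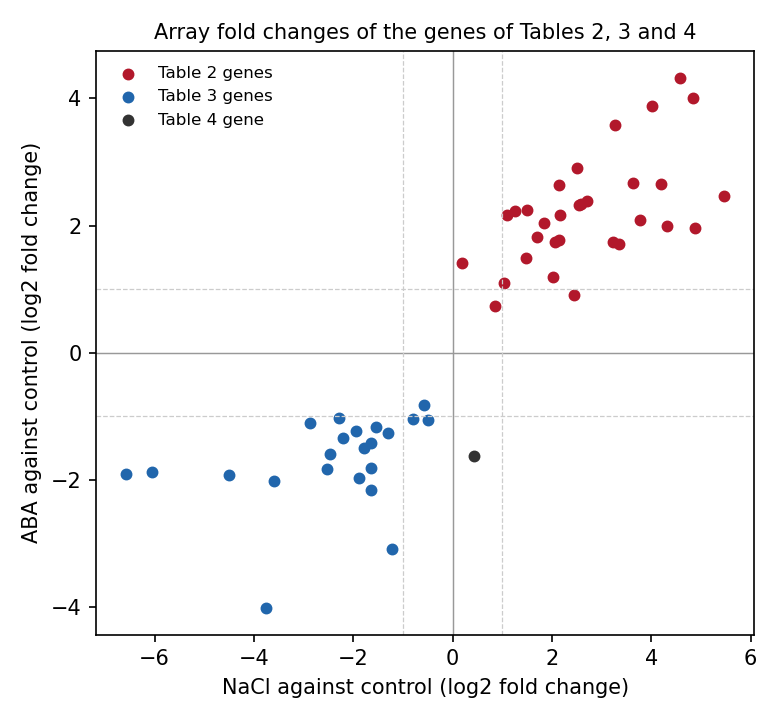
Array log2 fold changes against the control with NaCl (horizontal axis) and with ABA (vertical axis) of the tested genes of Tables 2, 3 and 4; each point is 1 gene and the dashed lines mark a 2-fold change. The 31 genes of Table 2 are positive on both axes, the 22 tested genes of Table 3 are negative on both, and the gene of Table 4 is at 0.44 with NaCl and -1.63 with ABA.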

A total of 33 genes belong to group (a) (upregulated by both NaCl and ABA stress), which only accounted for a small proportion of the differentially expressed genes (Table 2), including genes encoding proteins such as transcription factor NAC19, NAC72, bHLH122, ATHB21 and KNAT3 and protein phosphatase 2C-3. Prominently, there were eight genes containing one or more ABRE element in their promoter able to regulate by bZIP transcription factors. 

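In the group of Table 2, the paper lists an ABRE motif for 8 of 31 genes. Their mean array log2 fold change with ABA was 2.49 ± 0.684 (SD across genes), and that of the other 23 genes was 2.12 ± 0.905 (SD across genes; permutation test, two-sided p = 0.300). With NaCl the means were 2.85 ± 1.27 and 2.65 ± 1.39 (SD across genes; permutation test, two-sided p = 0.722). The promoter sequences themselves were not analysed here.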

The results indicated that those genes indeed can be directly involved in ABA dependent regulation. In addition, 23 genes comprise group (e), *i.e*., genes that were downregulated by both NaCl and ABA stresses. This group also accounted for only a small proportion of differentially expressed genes (Table 3), including genes encoding transcription factor BZIP3 and WOX2, ubiquitin–protein ligase UBC17, heat shock protein class V15.4, sulfate adenylyltransferase APS3, calcium-binding protein CML42, IDA-like 5 protein, and others. 

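Of the 23 genes of Table 3, 22 were tested, all with negative array fold changes in both treatments, and IDA-like 5 (AT1G76952) was not matched to a probe. With NaCl 19 of them were called, and with ABA 8. The same 8 were called in both treatments, against 19 at an unadjusted limma p under 0.05 and 18 by the methods' t-test. WOX2 (AT5G59340) had log2 fold changes of -2.54 with NaCl (adjusted p = 0.00152 from limma) and -1.83 with ABA (adjusted p = 0.0474 from limma). For APS3 (AT4G14680) they were -2.47 and -1.60, and for CML42 (AT4G20780) -1.89 and -1.97, with all of them called. The heat shock gene AT4G21870 had -1.22 with NaCl and -3.09 with ABA, both called. BZIP3 (AT5G15830, -1.17 with ABA, adjusted p = 0.118 from limma) and UBC17 (AT4G36410, -1.42 with ABA, adjusted p = 0.0683 from limma) were called with NaCl alone. WOX2 was called with ABA in 1 of 9 fits with 1 array left out, APS3 in 5 and CML42 in 4.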

Many genes belonging to group (a) and group (e) have been shown to function in multiple stress and ABA responses. Therefore, genes that are up- or downregulated by both ABA and salt may play common roles in the salt and ABA stress responses. However, there is only one differentially expressed gene in group (g) (upregulated by NaCl stress but downregulated by ABA stress), which encodes an LTP family protein, which showed opposite expression patterns in response to NaCl and ABA stress (Table 4). 

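The LTP family gene of Table 4, AT4G15160, had a log2 signal of 6.06 ± 0.392 (SD, n = 3) in the control, 6.50 ± 0.468 (SD, n = 3) with NaCl and 4.44 ± 0.60 (SD, n = 3) with ABA. The log2 fold change with NaCl was 0.44 (standard error 0.36, adjusted p = 0.36 from limma), which is within the spread between replicates. With ABA it was -1.63 (standard error 0.36, adjusted p = 0.0676 from limma), with all ABA arrays below all control arrays. In the direct comparison of ABA with NaCl the log2 difference was -2.07 (adjusted p = 0.00447 from limma). A dimmer probe of AT4G15160 gave -1.48 with NaCl and -0.42 with ABA, so that the direct difference reversed to 1.06 (adjusted p = 0.337 from limma). The mean log2 signal of this dimmer probe was 4.43. The lowest signals called above background lay between 3.39 and 4.07 on the arrays. The dimmer probe, and the reported probe with ABA, are thus near the background, which limits both fold changes. Over all alternatives, the adjusted p of the direct difference (AT4G15160 log2 fold change, ABA_vs_NaCl) ran from 2.32e-04 to 0.337.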

LTPs, which are pathogenesis-related (PR) proteins, are probably involved in the pathogen defense response in plants [35]. Obviously, this LTP gene is a stress-responsive gene that is regulated by ABA and other stress signals, resulting in the differentially expression pattern of this gene in plants exposed to salt or ABA stress. Unfortunately, there is no differential gene that was downregulated under NaCl stress while upregulated under ABA stress.

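In the re-analysis, 2 features were downregulated by NaCl and upregulated by ABA, the probe targets A_84_P751396 and BP651222, neither of which was matched to a locus. The first had log2 fold changes of -2.65 with NaCl and 1.32 with ABA (adjusted p = 1.27e-04 and 0.0171 from limma). For the second they were -1.47 and 1.16 (adjusted p = 0.00168 and 0.0359 from limma). Both were named after their values were seen.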

There were many more genes in group (b) (upregulated by ABA but not altered by NaCl) and group (d) (downregulated by ABA but not altered by NaCl) than in group (c) (upregulated by NaCl but not altered by ABA) and group (f) (downregulated by NaCl stress but not altered by ABA). These results suggest that ABA regulates the expression of more genes than salt stress. 

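Groups (b) and (d) held 51 and 87 genes, and groups (c) and (f) held 2121 and 2946 genes. A gene that is called in one treatment and not in the other is not thereby different between them, and the direct comparison of ABA with NaCl called 62 of the 138 genes of groups (b) and (d) together. It called 3421 of the 5067 genes of groups (c) and (f). When control replicate 1, 2 or 3, ABA replicate 1, 2 or 3, or NaCl replicate 2 was left out, group (b) held between 9 and 30 genes and group (d) between 9 and 38. From the sizes of the groups, the paper proposes that ABA regulates the expression of more genes than salt stress.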

GO analysis of the differentially regulated genes in group (b) and group (c) revealed that many functional pathways are involved in ABA stress but not salt stress (Figure 7). For instance, genes in the GO categories “Molecular function” and “Cellular component”, subgroups “Molecular transducer”, “Binding”, “Structural molecule activity”, “Molecular transducer”, “Nutrient reservoir activity”, “Enzyme regulator activity”, “Structural molecule activity”, “Macromolecular complex” and “Extracellular region” were differentially regulated by ABA stress but not NaCl stress. In addition, genes in the GO categories “Biological processes”, “Negative regulation of biological process”, “Negative regulation of biological process”, “Rhythmic process”, “Growth”, “Reproductive process”, “Death”, “Anatomical structure formation”, “Biological adhesion”, “Immune system process”, “Reproduction” and “Biological adhesion” were induced by ABA but not NaCl (Figure 8). These results suggest that ABA treatment regulates the expression of more genes than salt stress. This is an important phenomenon that deserves further investigation.

## 3. Experimental Section

### 3.1. Plant Material and Growth Conditions

*Arabidopsis thaliana* ecotype Columbia (Col-0) was used for this experiment. Four-week-old seedlings were grown under a natural photoperiod in freshwater-irrigated pots and were treated with either 150 mM NaCl or 10 μM ABA for 6 hours. Unstressed seedlings (control sample) were collected in parallel to avoid the possible effects of circadian rhythms. The whole seedlings including root and shoot were harvested and pooled for each treatment before freezing in liquid nitrogen and storage at −80 °C for RNA isolation. The harvested seedlings in each treatment were divided into three portions as independent biological replicates.

### 3.2. RNA Extraction and Reverse Transcription

Total RNA was extracted from each sample using Trizol reagent. After processing the RNA with DNase (Promega, Madison, WI, USA) digestion and cleanup procedures, the total RNA concentration was examined using a NanoVue Plus Spectrophotometer, followed by storage at −80 °C until further analysis.

A total of 500 ng of DNase-treated RNA was reverse transcribed in a 10 μL volume of reaction mixture using a PrimeScript^TM^ RT Reagent Kit following the manufacturer’s protocol (TaKaRa, Kyoto, Japan). The procedure was performed using reverse transcriptase with oligodeoxythymidine primer and six random primers at 37 °C for 45 min, followed by deactivation of the reverse transcriptase at 80 °C for 5 s. PCR was performed with a 10-fold dilution of cDNA reaction mixture in a final volume of 20 μL using rTaq DNA polymerase (TaKaRa, Kyoto, Japan).

### 3.3. Microarray Analysis

To identify differences in gene expression between *Arabidopsis* treated with NaCl and ABA stress, Agilent *Arabidopsis* oligo microarray analysis was employed. Two-μg aliquots of total RNA from NaCl-treated and ABA-treated plants were prepared and microarray hybridized using the Gene-Chip^®^ 3′IVT Express Kit (Agilent) and Gene-Chip^®^ hybridization. After hybridization, the microarray slides were washed and stained according to the manufacturer’s standard protocol (Agilent). 

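The deposited table of normalized log2 values was compared with the intensities of the scanner software. Each of its columns had a correlation of at least 0.9985 with the log2 intensities of 1 array. The 6 columns of control and ABA have a median of 7.66, and the 3 NaCl columns have a median of 6.80, a difference of -0.86 on the log2 scale. The values in the table were therefore made to share a distribution within each of these sets and not between them. The ABA columns 1, 2 and 3 match the scanner intensities of ABA replicates 2, 3 and 1.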

Normalization of all arrays was performed by quantify normalization using MAS 5.0 to standardize the distribution of probe intensities for each array in a set of arrays [50,51]. The differentially expressed genes (up- or downregulated) between the NaCl-stressed and ABA-stressed plants were selected with a significance *P*-value of <0.05 and analyzed using Welch’s *t*-test [52]. Gene ontology (GO) terms for genes that were differentially expressed under NaCl and ABA treatment were divided into three levels: molecular function, cellular component and biological process.

### 3.4. Verification of Microarray Data

Real-time quantitative PCR was used to validate selected data from the microarray experiments and to examine the expression of a subset of genes over time. The genes and primers used for the RT-PCR assays are listed in Table 5. The cDNA products were diluted and used for quantitative real-time PCR analysis, which was performed using a DNA Engine OPTICON 2 Continuous Fluorescence Detector with SYBR-Green Real-time PCR Master Mix (Toyobo, Co., Ltd., Tokyo, Japan) according to the manufacturer’s instructions. Amplification conditions were as follows: hot start at 94 °C for 30 s followed by 45 cycles of 12 s at 94 °C, 30 s at 60 °C, 40 s at 70 °C and 1 s at 80 °C for plate reading. The *Arabidopsis* ubiquitin gene and á-tublin gene were used as the endogenous control, and each sample was run side by side in triplicate. After completion of PCR amplification, all of the data were analyzed using Opticon Monitor 2 software (ABI) based on the 2^−ΔΔCt^ method [53].

## 4. Conclusions

In summary, we identified genes that were differentially regulated in response to salt and ABA stress. Some of these genes were up- or downregulated by ABA and salt stress, but ABA triggered or inhibited the expression of more genes than salt stress. Furthermore, GO analysis also revealed that many processes are involved in the ABA-dependent signaling pathway but are not involved in the salt stress response. The results indicate that these processes play important roles in the ABA-dependent signaling pathway. Our results may help elucidate differences in the response of plants to salt and ABA stress.

## Figures and Tables

**Figure 1:**
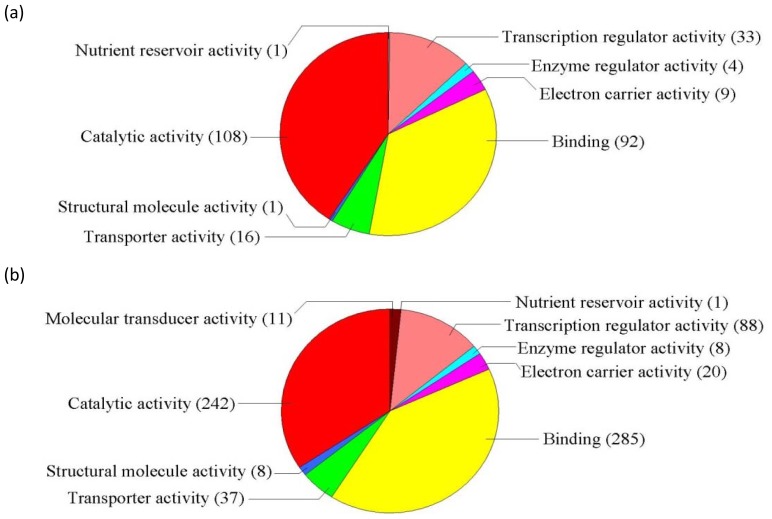
GO term pie chart of “Molecular function” for NaCl- and ABA-stressed genes. (**a**) Indicates GO term pie picture of “Molecular function” under NaCl-stressed genes; (**b**) Indicates GO term pie picture of “Molecular function” under ABA-stressed genes.

**Figure 2:**
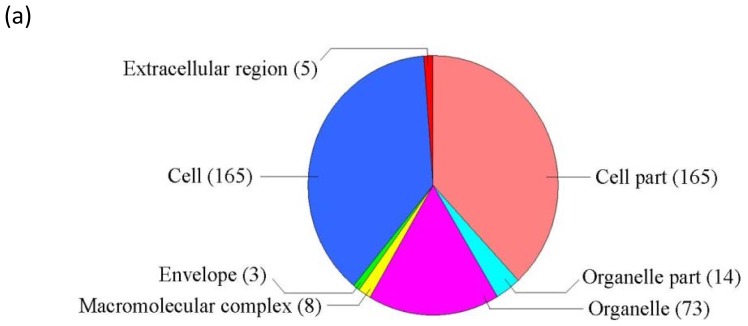

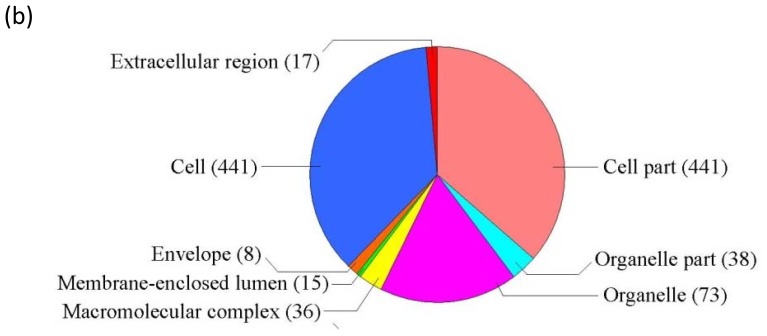
GO term pie chart of “Cellular component” for NaCl- and ABA-stressed genes. (**a**) Indicates GO term pie picture of “Cellular component” under NaCl-stressed genes; (**b**) Indicates GO term pie picture of “Cellular component” under ABA-stressed genes.

**Figure 3:**
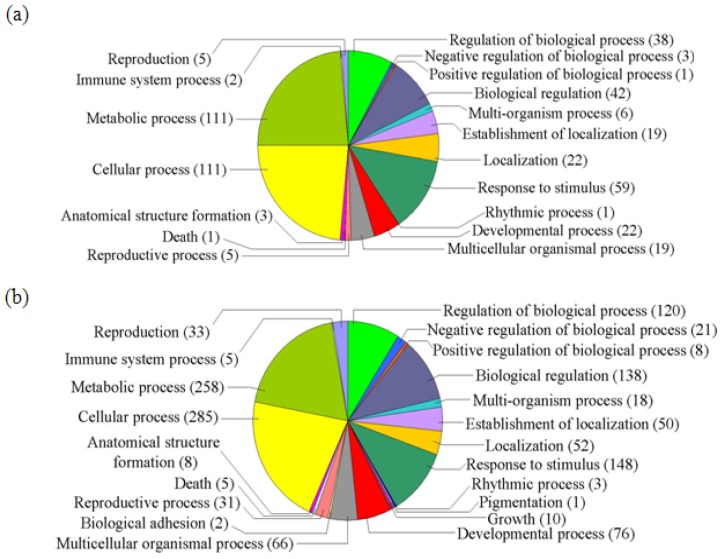
GO term pie chart of “Biological process” for NaCl- and ABA-stressed gene samples. (**a**) Indicates GO term pie picture of “Biological process” under NaCl-stressed genes; (**b**) Indicates GO term pie picture of “Biological process” under ABA-stressed genes.

**Figure 4:**
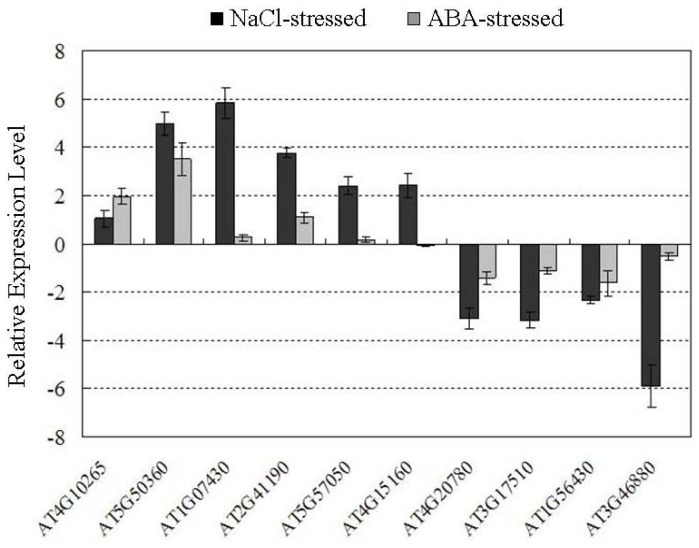
Expression analysis of genes under NaCl and ABA stresses.

**Figure 5:**
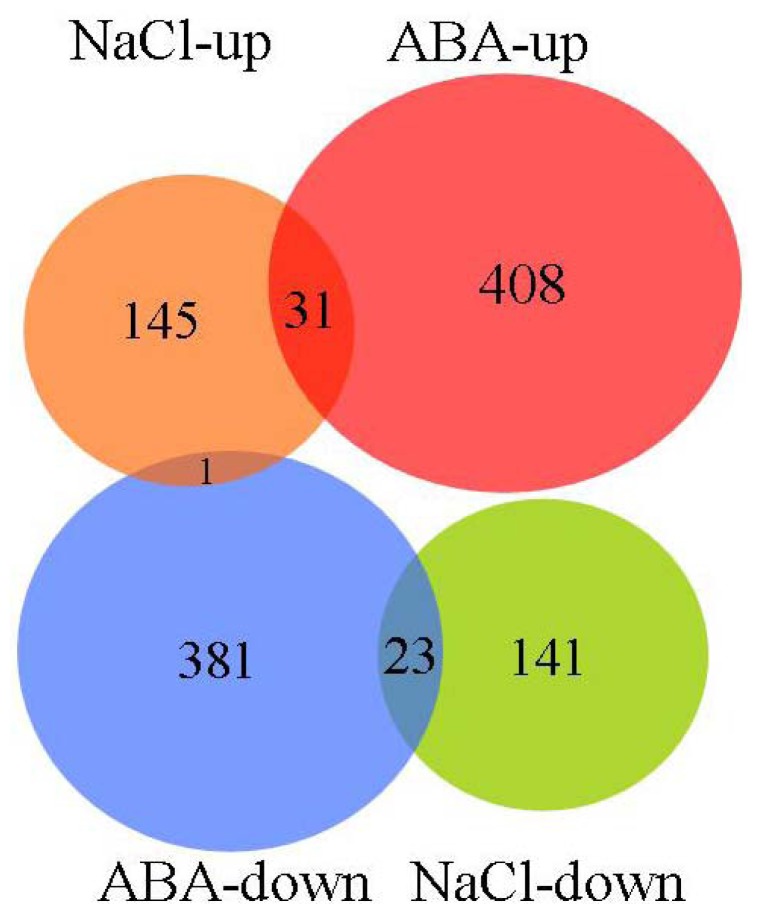
Venn diagram for the proportions of genes affected by NaCl stress and ABA stress. “NaCl-up” and “NaCl-down” indicate genes up- and downregulated, respectively, under NaCl treatment; “ABA-up” and “ABA-down” indicate genes up- and downregulated, respectively, under ABA treatment.

**Figure 6:**
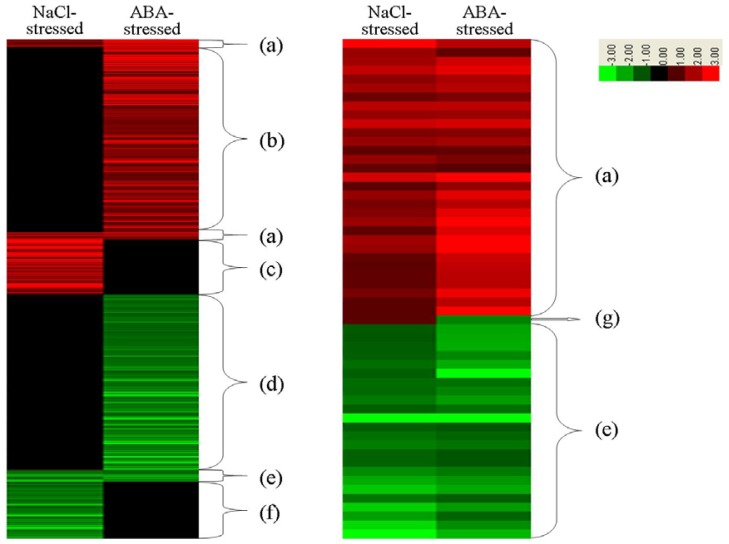
Microarray analysis of NaCl- and ABA stresses. Part (**a**) indicates both upregulated genes by both NaCl and ABA stresses; part (**b**) indicates genes are upregulated by ABA only; part (**c**) indicates genes are upregulated by NaCl stress only; part (**d**) indicates genes are downregulated by ABA stress only; part (**e**) indicates both downregulated patterns by NaCl and ABA stresses; part (**f**) indicates genes are downregulated by NaCl stress only.

**Figure 7:**
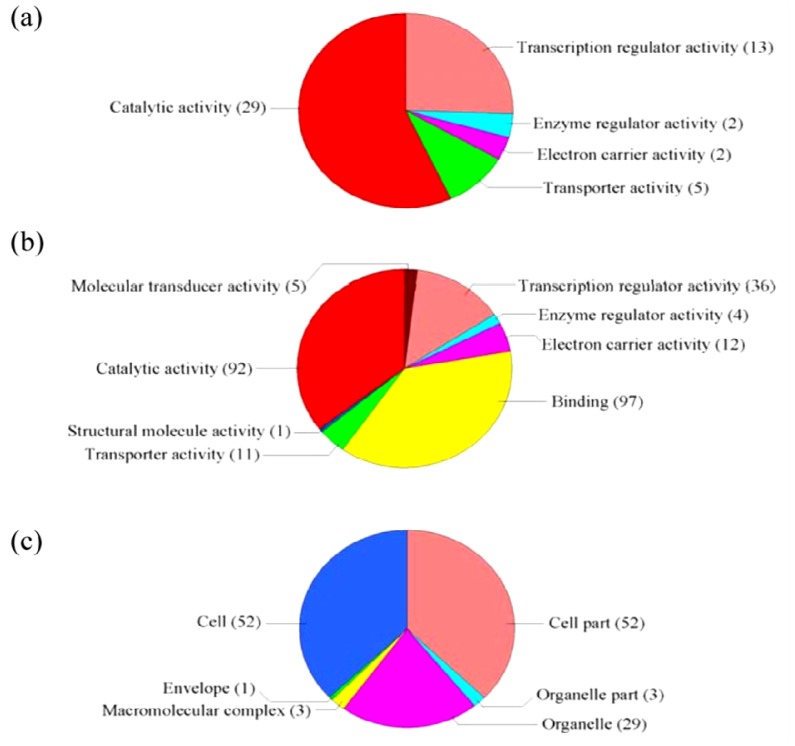

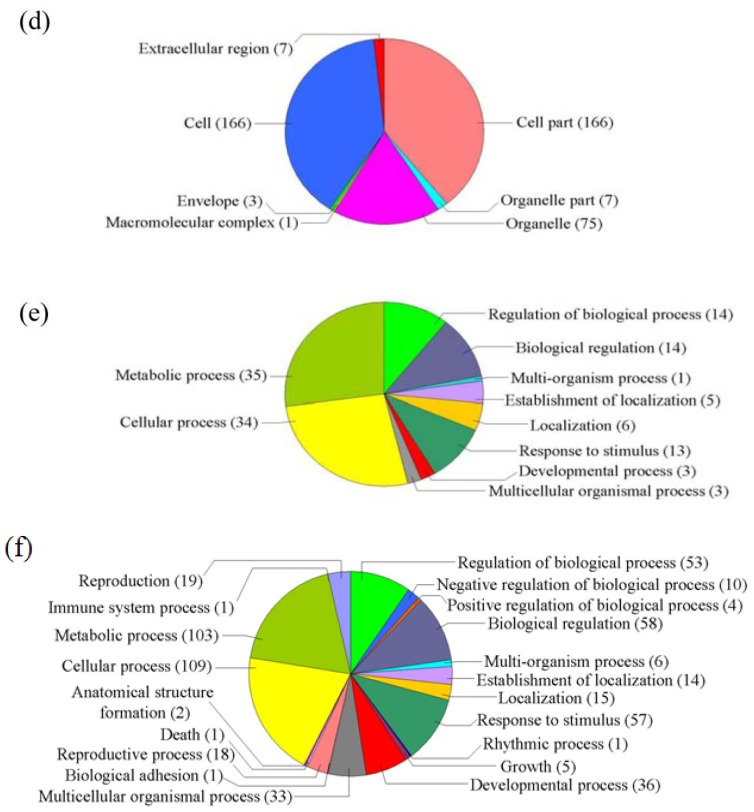
GO term pie chart of the only differently upregulated genes from NaCl and ABA stresses. (**a**) and (**b**) indicates GO term pie picture of “Molecular function” for the only upregulated genes under NaCl and ABA stresses, respectively; (**c**) and (**d**) indicates GO term pie picture of “Cellular component” for the only upregulated genes under NaCl and ABA stresses, respectively; (**e**) and (**f**) indicates GO term pie picture of “Biological process” for the only upregulated genes for the NaCl- and ABA-stressed samples, respectively.

**Figure 8:**
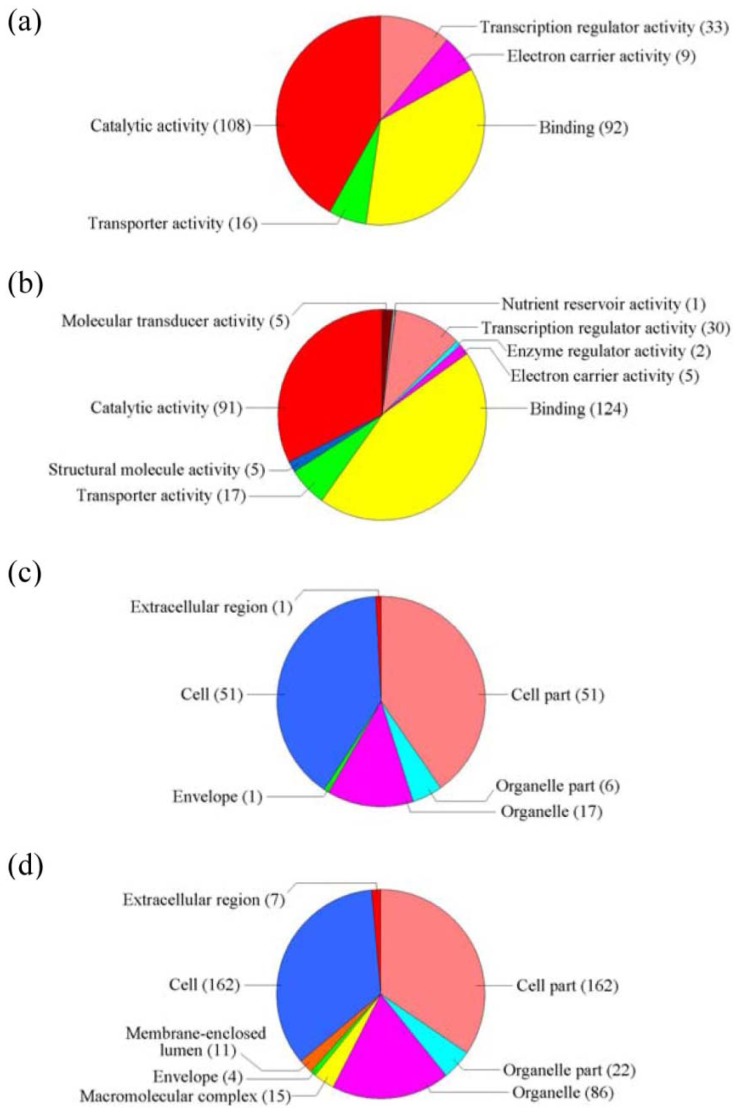

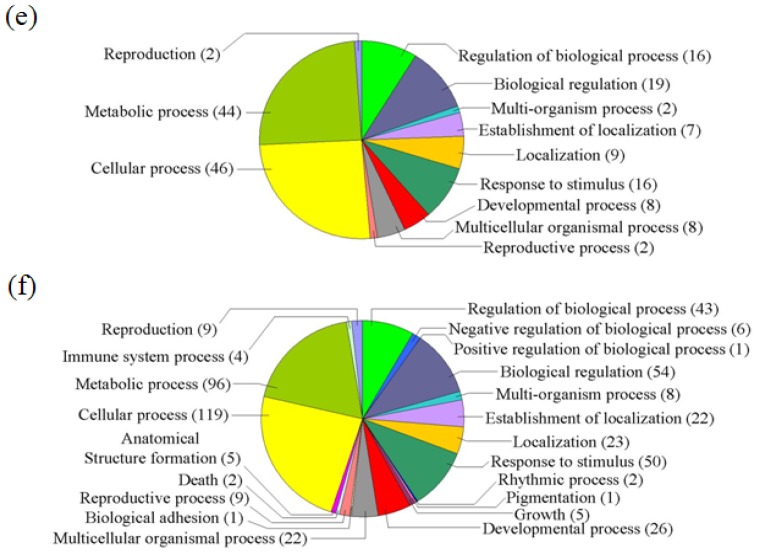
GO term pie chart of the only differently downregulated genes under NaCl and ABA stresses. (**a**) and (**b**) indicates GO term pie picture of “Molecular function” for the only downregulated genes in the NaCl- and ABA-stressed samples, respectively; (**c**) and (**d**) indicates GO term pie picture of “Cellular component” for the only downregulated genes from NaCl and ABA stresses, respectively; (**e**) and (**f**) indicates GO term pie picture of “Biological process” for the only downregulated genes under NaCl and ABA stresses, respectively.

**Table 1:** Real-time quantitative RT-PCR.

seq	Locustag	Annotation	Microarray NaCl-logFC	RT-PCR NaCl-logFC	Microarray ABA-logFC	RT-PCR ABA-logFC
1	AT4G10265	putative wound-responsive protein	4.8003	1.0353	2.1751	1.959
2	AT5G50360	hypothetical protein	2.5511	4.973	4.0022	3.5212
3	AT1G07430	protein phosphatase 2C 3	1.8292	5.835	4.2210	0.2495
4	AT2G41190	transmembrane amino acid transporter-like protein	1.7845	3.7497	3.6432	1.0875
5	AT5G57050	ABI2	1.0575	2.4057	3.4208	0.1722
6	AT4G15160	LTP family protein	1.0653	2.421	−1.5312	−0.0905
7	AT4G20780	calcium-binding protein CML42	−1.0333	−3.0587	−1.9896	−1.4238
8	AT3G17510	CBL-interacting serine	−1.1578	−3.153	−1.0133	−1.1058
9	AT1G56430	nicotianamine synthase	−1.8847	−2.319	−1.1996	−1.6192
10	AT3G46880	protein coding	−3.6012	−5.8873	−4.0783	−0.5008

**Table 2:** Common upregulated genes under NaCl and ABA stresses.

Locustag	NaCl-stressed fold change	ABA-stressed fold change	ABRE element	Annotation
AT4G10265	27.8632	4.5162	–	wound-responsive protein
AT5G50360	5.8608	16.0246	−413 (CACGTG) −78 (CACGTG)	hypothetical protein
AT5G49120	5.3675	5.7876	−177 (CACGTG)	senescence-associated protein-related
AT5G40790	4.8776	6.6758	−158 (CACGTG)	hypothetical protein
AT5G53710	4.6116	4.6627	–	hypothetical protein
AT1G52890	3.8061	4.5065	−164 (CACGTG) −794 (CACGTG) −993 (CACGTG)	transcription factor NAC19
AT5G63350	3.7261	16.2454	–	hypothetical protein
AT2G18550	3.7087	5.5151	–	leucine zipper protein ATHB-21, transcription factor
AT1G07430	3.5534	18.6473	–	protein phosphatase 2C-3
AT1G47960	3.4988	2.2437	–	vacuolar inhibitor of fructosidase 1
AT4G02280	3.4619	3.5309	–	UDP-glycosyltransferase
AT2G41190	3.4442	12.4944	–	transmembrane amino acid transporter-like protein
AT4G14819	3.4372	3.7987	–	hypothetical protein
AT5G53120	3.4023	2.7388	–	SPDS3 (spermine synthase 3)
AT3G22560	3.3933	6.3729	–	GNAT family protein
AT3G48020	3.1747	4.0543	–	protein coding
AT1G80160	2.9702	6.5128	−369 (CACGTG) −153 (CACGTG)	Lactoylglutathione lyase
AT5G40690	2.8515	3.0216	–	hypothetical protein
AT2G25625	2.6942	4.4558	–	hypothetical protein
AT4G18980	2.6594	7.0188	–	protein AtS40-3
AT4G27410	2.4024	2.7636	–	transcription factor NAC72
AT3G11410	2.2645	5.3254	−397 (CACGTG)	protein phosphatase 2C-37
AT3G14360	2.2635	2.0886	–	lipase class 3 family protein
AT1G79520	2.2204	4.6101	–	Cation efflux family protein
AT5G17460	2.2132	4.5499	–	hypothetical protein
AT2G39800	2.1813	6.0887	−209 (CACGTG)	Gamma-glutamyl phosphate reductase
AT5G25220	2.1642	2.2841	–	transcription factor KNAT3
AT1G17940	2.1421	4.8303	–	BRO1-like domain-containing protein
AT1G51140	2.1383	3.3635	−284 (CACGTG)	transcription factor bHLH122
AT5G66400	2.1236	4.5373	–	dehydrin RAB18
AT5G57050	2.0813	10.7091	–	ABI2

**Table 3:** Common downregulated genes under NaCl and ABA stresses.

Locustag	NaCl-stressed fold change	ABA-stressed fold change	Annotation
AT4G20780	0.4886	0.2518	calcium-binding protein CML42
AT3G03780	0.4726	0.2624	threonine-protein kinase WNK-related protein
AT4G37670	0.4649	0.2412	*N*-acetyl-l-glutamate synthase 2
AT2G23600	0.4647	0.4048	acetone-cyanohydrin lyase
AT5G59080	0.4621	0.497	hypothetical protein
AT4G14680	0.4594	0.3298	sulfate adenylyltransferase APS3
AT4G21870	0.458	0.1104	heat shock protein class V 15.4
AT3G17510	0.4482	0.4954	CBL-interacting serine
AT5G19230	0.4458	0.4943	GPI-anchored glycoprotein membrane precursor
AT1G76952	0.4207	0.3389	IDA-like 5 protein
AT4G36410	0.4118	0.3982	ubiquitin-protein ligase UBC17
AT1G33340	0.4064	0.2444	clathrin assembly protein
AT1G55380	0.3985	0.4387	histidine-rich C1 domain-containing protein
AT5G15830	0.3832	0.464	transcription factor BZIP3
AT5G59340	0.3664	0.2786	transcription factor WOX2
AT1G58370	0.3592	0.3879	glycosyl hydrolase-like prottein 10
AT1G76990	0.3184	0.3688	ACT domain-containing protein 3
AT1G56430	0.2708	0.4354	nicotianamine synthase
AT5G04310	0.2456	0.291	pectate lyase family protein
AT5G57220	0.1931	0.2487	CYP81F2
AT3G15356	0.1843	0.2811	lectin-like protein
AT3G16530	0.1668	0.3124	legume lectin-like protein
AT3G46880	0.0824	0.0592	protein coding

**Table 4:** Upregulated gene under NaCl stress, while downregulated under ABA stress.

Locustag	NaCl-stressed fold change	ABA-stressed fold change	Annotation
AT4G15160	2.0926	0.346	LTP family protein

**Table 5:** Primer used for real-time quantitative RT-PCR.

seq	Locus tag	Forward Primers (5′-3′)	Reverse Primers (5′-3′)
1	AT4G10265	ATGAGCTCTGCAAGCAAAACGT	TTAACTAGGACCCCAACAGCTC
2	AT5G50360	ATCAGACAGAGTTAATGACGG	CATCACAGAACGAAGTAATCG
3	AT1G07430	ATGTCACGAGCCATAGGAGAC	AGCTTCGTCAGCAATACTGACG
4	AT2G41190	ATTACACTAAACATGCCACAGG	CAATGATCGAACTCAGAATCAT
5	AT5G57050	ATGAAGCGGCGAGGATAGAAGCTG	CTGCCGCGGACATTGCTGCAGGAT
6	AT4G15160	ACTGTGAAGCCACCACCACCTC	CGTCAAGACCCACTAAGTCGTC
7	AT4G20780	AACGCTGATCTCTCCGATCTC	GATTCCGGTCAACGGAAACGAT
8	AT3G17510	AGTACATTCCTTCAATTCCCGATG	CAGCTGTTACTGATAAACCAACTT
9	AT1G56430	ATCGACCCATCAGCGAATATGGT	CGAAGCTTGATCTATATGATCAT
10	AT3G46880	ATGGAGGGTAAAGGAAGAGTTG	CATCGTTGTTATCTCTGTTCTGAT

## References

[1] DeRisi J., Penland L., Brown P.O., Bittner M.L., Meltzer P.S., Ray M., Chen Y., Su Y.A., Trent J.M. (1996). Use of a cDNA microarray to analyse gene expression patterns in human cancer. Nat. Genet.

[2] Kilian J., Peschke F., Berendzen K.W., Harter K., Wanke D. (2012). Prerequisites, performance and profits of transcriptional profiling the abiotic stress response. Biochim. Biophys. Acta.

[3] Redman J.C., Haas B.J., Tanimoto G., Town C.D. (2004). Development and evaluation of an Arabidopsis whole genome Affymetrix probe array. Plant J.

[4] Zeller G., Henz S.R., Widmer C.K., Sachsenberg T., Ratsch G., Weigel D., Laubinger S. (2009). Stress-induced changes in the Arabidopsis thaliana transcriptome analyzed using whole-genome tiling arrays. Plant J.

[5] Kaya C., Ilktac A., Gokmen E., Ozturk M., Karaman I.M. (2007). The long-term results of transurethral vaporization of the prostate using plasmakinetic energy. BJU Int.

[6] Allakhverdiev S.I., Sakamoto A., Nishiyama Y., Inaba M., Murata N. (2000). Ionic and osmotic effects of NaCl-induced inactivation of photosystems I and II in Synechococcussp. Plant Physiol.

[7] Chinnusamy V., Jagendorf A., Zhu J.K. (2005). Understanding and improving salt tolerance in plants. Crop Sci.

[8] Maricle B.R., Cobos D.R., Campbell C.S. (2007). Biophysical and morphological leaf adaptations to drought and salinity in salt marsh grasses. Environ. Exp. Bot.

[9] Sekmen A.H., Turkan I., Takio S. (2007). Differential responses of antioxidative enzymes and lipid peroxidation to salt stress in salt-tolerant Plantago maritima and salt-sensitive Plantago media. Physiol. Plant.

[10] Kreps J.A., Wu Y., Chang H.-S., Zhu T., Wang X., Harper J.F. (2002). Transcriptome changes for Arabidopsis in response to salt, osmotic, and cold stress. Plant Physiol.

[11] Kilian J., Whitehead D., Horak J., Wanke D., Weinl S., Batistic O., D’Angelo C., Bornberg-Bauer E., Kudla J., Harter K. (2007). The AtGenExpress global stress expression data set: Protocols, evaluation and model data analysis of UV-B light, drought and cold stress responses. Plant J.

[12] Watanabe S., Kojima K., Ide Y., Sasaki S. (2000). Effects of saline and osmotic stress on proline and sugar accumulation in Populus euphratica *in vitro*. Plant Cell Tissue Organ Cult.

[13] Ranf S., Wünnenberg P., Lee J., Becker D., Dunkel M., Hedrich R., Scheel D., Dietrich P. (2008). Loss of the vacuolar cation channel, AtTPC1, does not impair Ca^2+^ signals induced by abiotic and biotic stresses. Plant J.

[14] Jiang Y., Deyholos M.K. (2006). Comprehensive transcriptional profiling of NaCl-stressed Arabidopsis roots reveals novel classes of responsive genes. Plant Biol.

[15] Seki M., Narusaka M., Ishida J., Nanjo T., Fujita M., Oono Y., Kamiya A., Nakajima M., Enju A., Sakurai T. (2002). Monitoring the expression profiles of 7000 Arabidopsis genes under drought, cold and high-salinity stresses using a full-length cDNA microarray. Plant J.

[16] Takahashi S., Seki M., Ishida J., Satou M., Sakurai T., Narusaka M., Kamiya A., Nakajima M., Enju A., Akiyama K. (2004). Monitoring the expression profiles of genes induced by hyperosmotic, high salinity, and oxidative stress and abscisic acid treatment in Arabidopsis cell culture using a full-length cDNA microarray. Plant Mol. Biol.

[17] Kawasaki S., Borchert C., Deyholos M., Wang H., Brazille S., Kawai K., Galbraith D., Bohnert H.J. (2001). Gene expression profiles during the initial phase of salt stress in rice. Plant Cell.

[18] Rabbani M.A., Maruyama K., Abe H., Khan M.A., Katsura K., Ito Y., Yoshiwara K., Seki M., Shinozaki K., Yamaguchi-Shinozaki K. (2003). Monitoring expression profiles of rice genes under cold, drought, and high-salinity stresses and abscisic acid application using cDNA microarray and RNA get-blot analyses. Plant Physiol.

[19] Adie B.A., Perez-Perez J., Perez-Perez M.M., Godoy M., Sanchez-Serrano J.J., Schmelz E.A., Solano R. (2007). ABA is an essential signal for plant resistance to pathogens affecting JA biosynthesis and the activation of defenses in Arabidopsis. Plant Cell.

[20] Finkelstein R.R., Gampala S.S., Rock C.D. (2002). Abscisic acid signaling in seeds and seedlings. Plant Cell.

[21] Cheong Y.H., Moon B.C., Kim J.K., Kim C.Y., Kim M.C., Kim I.H., Park C.Y., Kim J.C., Park B.O., Koo S.C. (2003). BWMK1, a rice mitogen-activated protein kinase, locates in the nucleus and mediates pathogenesis-related gene expression by activation of a transcription factor. Plant Physiol.

[22] Kang J.Y., Choi H.I., Im M.Y., Kim S.Y. (2002). Arabidopsis basic leucine zipper proteins that mediate stress-responsive abscisic acid signaling. Plant Cell.

[23] Fujita Y., Fujita M., Shinozaki K., Yamaguchi-Shinozaki K. (2011). ABA-mediated transcriptional regulation in response to osmotic stress in plants. J. Plant Res.

[24] Cutler S.R., Rodriguez P.L., Finkelstein R.R., Abrams S.R. (2010). Abscisic acid: Emergence of a core signaling network. Annu. Rev. Plant Biol.

[25] Xiong L., Schumaker K.S., Zhu J.K. (2002). Cell signaling during cold, drought, and salt stress. Plant Cell.

[26] Zhang J., Jia W., Yang J., Ismail A.M. (2006). Role of ABA in integrating plant responses to drought and salt stresses. Field Crops Res.

[27] Yamaguchi-Shinozaki K., Shinozaki K. (2006). Transcriptional regulatory networks in cellular responses and tolerance to dehydration and cold stresses. Annu. Rev. Plant Biol.

[28] Chinnusamy V., Schumaker K., Zhu J.K. (2004). Molecular genetic perspectives on cross-talk and specificity in abiotic stress signalling in plants. J. Exp. Bot.

[29] Thomashow M.F. (1999). Plant cold acclimation: Freezing Tolerance Genes and Regulatory Mechanisms. Annu. Rev. Plant Physiol. Plant Mol. Biol.

[30] Shinozaki K., Yamaguchi-Shinozaki K. (1997). Gene expression and signal transduction in water-stress response. Plant Physiol.

[31] Mahajan S., Tuteja N. (2005). Cold, salinity and drought stresses: An overview. Arch. Biochem. Biophys.

[32] Uno Y., Furihata T., Abe H., Yoshida R., Shinozaki K., Yamaguchi-Shinozaki K. (2000). Arabidopsis basic leucine zipper transcription factors involved in an abscisic acid-dependent signal transduction pathway under drought and high-salinity conditions. Proc. Natl. Acad. Sci. USA.

[33] Nakashima K., Shinwari Z.K., Sakuma Y., Seki M., Miura S., Shinozaki K., Yamaguchi-Shinozaki K. (2000). Organization and expression of two Arabidopsis DREB2 genes encoding DRE-binding proteins involved in dehydration- and high-salinity-responsive gene expression. Plant Mol. Biol.

[34] Sharma N., Abrams S.R., Waterer D.R. (2005). Uptake, movement, activity, and persistence of an abscisic acid analog (8′Acetylene ABA methyl ester) in marigold and tomato. J. Plant Growth Regul..

[35] Bohra J.S., Dörffling H., Dörffling K. (1995). Salinity tolerance of rice (Oryza sativa L.) with reference to endogenous and exogenous abscisic acid. J. Agron. Crop Sci.

[36] Wilkinson S., Davies W.J. (2002). ABA-based chemical signal-ling: The co-ordination of responses to stress in plants. Plant Cell Environ.

[37] Christmann A., Weiler E.W., Steudle E., Grill E. (2007). A hydraulic signal in root-to-shoot signalling of water shortage. Plant J.

[38] Yokoi S., Quintero F.J., Cubero B., Ruiz M.T., Bressan R.A., Hasegawa P.M., Pardo J.M. (2002). Differential expression and function of Arabidopsis thaliana NHX Na+/H+ antiporters in the salt stress response. Plant J.

[39] Saeedipour S. (2011). Salinity tolerance of rice lines related to endogenous abscisic acid (ABA) level synthesis under stress. Afr. J. Plant Sci.

[40] Xiong L., Zhu J.K. (2003). Regulation of abscisic acid biosynthesis. Plant Physiol.

[41] Zhu J.K. (2002). Salt and drought stress signal transduction in plants. Annu. Rev. Plant Biol.

[42] Yamaguchi-Shinozaki K., Shinozaki K. (1993). Characterization of the expression of a desiccation-responsive rd29 gene of Arabidopsis thaliana and analysis of its promoter in transgenic plants. Mol. Gen. Genet.

[43] Yamaguchi-Shinozaki K., Shinozaki K. (1993). The plant hormone abscisic acid mediates the drought-induced expression but not the seed-specific expression of rd22, a gene responsive to dehydration stress in Arabidopsis thaliana. Mol. Gen. Genet.

[44] Fujita M., Fujita Y., Maruyama K., Seki M., Hiratsu K., Ohme-Takagi M., Tran L.S., Yamaguchi-Shinozaki K., Shinozaki K. (2004). A dehydration-induced NAC protein, RD26, is involved in a novel ABA-dependent stress-signaling pathway. Plant J.

[45] Goda H., Sasaki E., Akiyama K., Maruyama-Nakashita A., Nakabayashi K., Li W., Ogawa M., Yamauchi Y., Preston J., Aoki K. (2008). The AtGenExpress hormone and chemical treatment data set: Experimental design, data evaluation, model data analysis and data access. Plant J.

[46] Bossi F., Cordoba E., Dupré P., Mendoza M.S., Román C.S., León P. (2009). The Arabidopsis ABA-INSENSITIVE (ABI) 4 factor acts as a central transcription activator of the expression of its own gene, and for the induction of ABI5 and SBE2.2 genes during sugar signaling. Plant J.

[47] Lee S.J., Kang J.Y., Park H.J., Kim M.D., Bae M.S., Choi H.I., Kim S.Y. (2010). DREB2C interacts with ABF2, a bZIP protein regulating abscisic acid-responsive gene expression, and its overexpression affects abscisic acid sensitivity. Plant Physiol.

[48] Lu G., Paul A.L., McCarty D.R., Ferl R.J. (1996). Transcription factor veracity: Is GBF3 responsible for ABA-regulated expression of Arabidopsis Adh?. Plant Cell.

[49] Chen W.Q., Provart N.J., Glazebrook J., Katagiri F., Chang H.S., Eulgem T., Mauch F., Luan S., Zou G.Z., Whitham S.A. (2002). Expression profile matrix of Arabidopsis transcription factor genes suggests their putative functions in response to environmental stresses. Plant Cell.

[50] Wang Y., Li H., Si Y., Zhang H., Guo H., Miao X. (2012). Microarray analysis of broad-spectrum resistance derived from an indica cultivar Rathu Heenati. Planta.

[51] Jia M.A., Li Y., Lei L., Di D., Miao H., Fan Z. (2012). Alteration of gene expression profile in maize infected with a double-stranded RNA fijivirus associated with symptom development. Mol. Plant Pathol.

[52] Wolfinger R.D., Gibson G., Wolfinger E.D., Bennett L., Hamadeh H., Bushel P., Afshari C., Paules R.S. (2001). Assessing gene significance from cDNA microarray expression data via mixed models. J. Comput. Biol.

[53] Livak K.J., Schmittgen T.D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods.

How the deposited data were processed for this re-analysis (not part of the article)

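The study measured RNA from whole Arabidopsis seedlings of 3 groups, with 3 arrays each: control, 150 mM NaCl for 6 h and 10 μM ABA for 6 h. Each array is a one-colour Agilent oligo microarray. According to the paper, the harvested seedlings of a treatment were pooled and then divided into the 3 replicates, so the spread between replicates may hold less than the variation between plants.

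Per the file headers, the intensity values were made by the authors with Agilent's Feature Extraction software, which subtracted the local background and removed spatial and multiplicative trends, without normalization between arrays. The files also hold the median brightness of each spot and of its local background, and marks of 0 or 1 for spots above the background, saturated, non-uniform or outlying. As deposited, the log2 values of the series table had been quantile-normalized by the authors, with the 6 control and ABA columns sharing 1 distribution and the 3 NaCl columns another. The intensities of the array files were used for all reported values, since the series table does not put NaCl and control on the same scale.

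Control probes were left out, as were spots marked non-uniform or outlying. Probes were matched to loci through the RefSeq accessions of the array annotation and of the reference table of genes, and a probe without a match kept its own name. The intensities were put on the log2 scale and quantile-normalized over all 9 arrays. A probe was kept when it was well above the background on all 3 arrays of at least 1 group, and the brightest kept probe represented its gene. The percentage of probes above the background, given with the experiments, takes the place of a depth, and genes at the background on all arrays of a group have fold changes given as lower limits, computed against the lowest signal that the software called above background on each array.

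The groups were compared with limma 3.58.1 in R 4.3.3, with data.table 1.17.8, in a single fit of all 9 arrays without a block, since the methods name none. The fit gave NaCl against control, ABA against control and ABA against NaCl. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. The limma fit estimated 2.04 prior degrees of freedom. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. With 3 arrays against 3 there are 10 splits, so no permutation p can be under 0.1.

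The genes named in the text were set by a rule: every gene of Tables 1 to 4, every gene the paper names, up to 5 called genes with the largest fold change per list or family, and, for each comparison, the 5 largest increases and the 5 largest decreases among called genes whose treated arrays all lie on one side of the arrays they are compared with. Genes outside the rule are marked as named after their values were seen. The comparisons, tests, named-gene rule, gene lists, family patterns and all alternatives not marked otherwise were set before the data were examined.

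Gene families were found by matching the family names to the names in the reference annotation, so members with other names were missed. The share of called genes in each family was compared with that of other matched genes by Fisher's exact test, adjusted over families and treatments. The patterns did not say how upper and lower case are read; the reading that was run first is the reported one, and the other readings are given as alternatives chosen after the results were seen. Gene lists were tested with limma's camera at its preset correlation, adjusted over 14 tests: the ABA and stress markers named in the paper, low-oxygen response, ABA signalling phosphatases, ABA receptors, clock genes of the morning phase, clock genes of the evening phase, and wounding and jasmonate. Because camera leaves out genes with a masked spot, it used 10 of 17 tested markers, 6 of 7 phosphatases, 8 of 9 morning-phase genes and 15 of 18 wounding genes, and cameraPR over all tested genes was added afterwards.

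The array fold changes of the genes of Table 1 were correlated with the paper's RT-PCR values, with p from 100000 permutations; the exact permutation tests within the genes that RT-PCR finds upregulated or downregulated, and the family and list medians relative to all genes, were added after the results were seen. The effect of shared controls was studied in 20 simulated draws of unchanged groups and of groups with independent effects. After these results were seen, fold changes were also taken against different control arrays, 1 for one treatment and the other 2 for the other, in all 6 assignments. A first rule for reading them used the lowest correlation alone (0.0898, under a limit of 0.1) and attributed the correlation to the shared controls; it was replaced, after its result was seen, by a rule over all 6 assignments, which leaves the question open.

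The alternatives were scaling to the 75th percentile, no scaling, normexp background correction with an offset of 50, the series table, no filter and a stricter filter on dim probes, marked spots kept, the mean of the probes of a gene, a fit of the 6 arrays compared, a replicate block, the slide as a random block, array weights, Welch's t-test of the methods with and without adjustment, other thresholds, fry and camera with an estimated correlation, and leaving out each array in turn. For normexp the median spot signal was used, as the mean is not among the columns used here. In a fit without 1 array, the group with 2 arrays is assumed to vary like the others.

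The pipeline was tested on simulated data. In a first version with the same SD for every gene, all changed genes were recovered. The noise was then set to the SD of each gene, and 200 genes were changed. Promoter motifs, gene ontology terms and RNA classes were not analysed here, since they need a genome sequence or an annotation that was not used, and RT-PCR values were taken from the paper.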

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

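The scaling, single-array, ABA and scan-day tests of the low-oxygen genes and the time-of-day test of the clock genes were chosen only after the results were seen, while the test on other probes and the gene lists themselves were not.

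The first result is a signal in genes outside the paper's printed tables, which hold 0 of the 46 genes of the low-oxygen list. The paper's supplementary gene lists were not compared. Its text reports an oxygen-binding protein with salt but gives no locus, so whether that gene is on the list cannot be told. Of the 45 tested genes, 40 had a positive fold change with NaCl and 31 were called, all upward (33 when adjusted over the list alone), and the mean of the list was higher on 3 of 3 NaCl arrays than on every control array. The median log2 fold change was 2.99 (adjusted p = 4.12e-12 from limma's camera), and it was 2.99 also with the 3 genes at the background set to their lower limits. Under fry the adjusted p was 3.04e-04, and with the correlation estimated from the data it was 0.106 and did not pass. The median log2 fold change of the list low-oxygen response, NaCl, ran from 2.48 to 4.11 over all alternatives. The alcohol dehydrogenase gene ADH1 (AT1G77120) rose by 5.32 on the log2 scale (adjusted p = 0.00171 from limma) and the haemoglobin gene HB1 (AT2G16060) by 2.99 (adjusted p = 0.00683 from limma); both are named after their values were seen. With ABA the median was 0.19 and 28 of 45 genes were positive. Of these 45 genes 3 were called, 1 up and 2 down (4 when adjusted over the list alone). The mean of the list lay above every control array on 2 of 3 ABA arrays and below on 1 of 3. The adjusted p of 0.023 from limma's camera changed sides under several settings.

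The tables argue against the scaling between arrays as the cause, since the lowest median under 4 scalings was 2.48, and against a single array, since the lowest median with 1 array left out was 2.76. A general response shared with ABA would raise the list with ABA by as much, where the median was 0.19. Shifts of single probes in hybridization or scanning would leave the other probes of these genes unchanged. At least 1 other probe could be tested for 24 of the 45 genes. The mean of the other probes of each gene had a median of 2.26. What stays open is the scan day and slide: 0 NaCl arrays share either with a control array, so a difference between these batches cannot be told apart from the treatment. A response to salt, or to low oxygen in the roots of plants watered with a salt solution, may also explain the pattern, and neither was tested.

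The second result is a signal in clock genes, of which 0 are in the paper's tables. Of 10 tested genes of the evening phase 9 were called with NaCl, all upward (9 also when adjusted over the list alone), and the list was higher on 3 of 3 NaCl arrays. The median log2 fold change was 1.40 (adjusted p = 2.99e-07 from limma's camera, 2.20e-05 under fry, and 0.0651 with the estimated correlation, which does not pass). The paper states that control seedlings were collected in parallel. A candidate explanation is a harvest at another time of day, which would move the genes of the morning phase the other way; their median was -0.34 with NaCl (adjusted p = 0.636 from limma's camera), with 0 of 3 arrays below every control array, while LHY (AT1G01060), of the morning phase, fell by 1.29 (adjusted p = 0.00161 from limma). Of the 9 morning-phase genes, 2 were called, 1 up and 1 down, and 2 when adjusted over the list alone. LHY was the one called down. The one called up, RVE2 (AT5G37260), rose by 3.89 on the log2 scale (adjusted p = 0.00715 from limma). Under fry the morning-phase list was lower with NaCl (adjusted p = 0.0465), in the direction that another time of day would give, and with the estimated correlation it did not pass (adjusted p = 0.798). Since members go both ways, the time of day cannot be told apart from an effect of salt on the clock, nor can the batch of the NaCl arrays, and no other test was run. Under each scaling the evening-phase median stayed above 1.

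The third result is a difference between the treatments: 6 features were called in opposite directions against the control. They also differ in the direct comparison, which is taken from the same fit and follows from the opposite calls, so it adds no separate evidence. Chance in the controls moves both fold changes the same way, so it works against such features. The number fell when certain arrays were left out, where fewer arrays also weaken the test. The genes changed in opposite directions numbered 0 without ABA replicate 1, 1 without ABA replicate 2, 1 without control replicate 3 and 3 without control replicate 1. It was 6 with scaling to the 75th percentile, 2 with normexp background correction, 1 with the fit of 6 arrays, 3 with the replicate block, 3 with no filter on dim probes, 62 with the slide as a random block and 44 with array weights. Without scaling it was 72, but there the fold changes of all genes shift, which by itself adds opposite calls, so that count says nothing about these features. The NaCl arrays are a batch of their own, and whether the treatment or the batch sets these features apart cannot be told from 0 shared slides or scan days. No biological explanation was tested.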

How the results depend on the processing

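The alternatives added after the results were seen were the renormalized series table, the dimmest probe of a gene, 2 other readings of upper and lower case in family names, and cameraPR as the set test. Of 1192 comparisons of a count, family or list with its alternatives, 978 stayed on the same side of the threshold or within 1.5-fold of the reported count, 165 counts moved by more, 25 became stronger, 19 became weaker and 5 reversed. For the genes named in the text, 3939 of 4273 comparisons stayed on the same side, 218 became weaker, 115 became stronger and 1 reversed, and 17 sign changes concerned genes that were not called.

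With 1 array left out at a time, which leaves 2 arrays in a group, the results that crossed the threshold or moved by over 1.5-fold ranged as follows: 60 to 197 for genes upregulated by ABA, 27 to 172 for genes downregulated by ABA, 51 to 142 for genes upregulated by both treatments, 18 to 84 for genes downregulated by both treatments, 0 to 7 for genes changed in opposite directions, 0 to 5 for genes upregulated by NaCl, downregulated by ABA, 0 to 2 for genes downregulated by NaCl, upregulated by ABA, 9 to 53 for genes upregulated by ABA only, 9 to 83 for genes downregulated by ABA only, 12.5 to 25 for share of called genes in the LEA family, ABA, 0 to 4.14 for share of called genes in the ERF family, ABA, -0.44 to -0.30 for median log2 fold change of the list clock, evening phase, ABA, 0.0043 to 0.69 for median log2 fold change of the list low-oxygen response, ABA. The number of genes upregulated by NaCl, the number of genes downregulated by NaCl and the numbers for the direct comparison of the treatments stayed within 1.5-fold. The fits without single arrays have fewer samples, and why certain arrays weigh more was not tested.

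Without any scaling between arrays, 95.7% of the called ABA genes were upregulated and the median log2 fold change of all genes moved to 0.48 with ABA and to -0.30 with NaCl, so this setting shifts the fold changes of all genes together. The values were 1325 for genes upregulated by ABA, 60 for genes downregulated by ABA, 8096 for genes higher with ABA than with NaCl, 825 for genes lower with ABA than with NaCl, 461 for genes upregulated by both treatments, 45 for genes downregulated by both treatments, 72 for genes changed in opposite directions, 2 for genes upregulated by NaCl, downregulated by ABA, 70 for genes downregulated by NaCl, upregulated by ABA, 794 for genes upregulated by ABA only, 13 for genes downregulated by ABA only, 1399 for genes upregulated by NaCl only.

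Other ways to prepare the values gave the following, where the cause was not tested. With normexp background correction the values were 1668 for genes downregulated by NaCl, 109 for genes downregulated by ABA, 1310 for genes higher with ABA than with NaCl, 2 for genes changed in opposite directions, 0 for genes upregulated by NaCl, downregulated by ABA, 45 for genes downregulated by ABA only, 1602 for genes downregulated by NaCl only, -3061 for difference in the number of genes called, ABA minus NaCl. With no filter on dim probes, which raised the number of tested genes to 34239, they were 3 for genes changed in opposite directions, 2 for genes upregulated by NaCl, downregulated by ABA, 1 for genes downregulated by NaCl, upregulated by ABA, 54 for genes downregulated by ABA only. With probes above the background on all 9 arrays, which left 20185 genes, the value was 1 for genes downregulated by NaCl, upregulated by ABA. Among the counts, these were all that moved by over 1.5-fold under both filters on signal over background.

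Other forms of the limma model gave the following values. With the 6 arrays of the comparison alone, which gives the spread fewer arrays, they were 89 for genes downregulated by ABA, 40 for genes downregulated by both treatments, 1 for genes changed in opposite directions, 1 for genes upregulated by NaCl, downregulated by ABA, 0 for genes downregulated by NaCl, upregulated by ABA, 26 for genes upregulated by ABA only, 48 for genes downregulated by ABA only. With the replicate number as a block they were 124 for genes upregulated by ABA, 82 for genes downregulated by ABA, 42 for genes downregulated by both treatments, 3 for genes changed in opposite directions, 2 for genes upregulated by NaCl, downregulated by ABA, 1 for genes downregulated by NaCl, upregulated by ABA, 27 for genes upregulated by ABA only, 38 for genes downregulated by ABA only. Same-numbered arrays of different groups had residual correlations from -0.28 to 0.23, with 2 of 9 over 0.1, so the numbers were not read as pairs. With the slide as a random block, whose estimated correlation within slides was negative (-0.34), they were 650 for genes upregulated by ABA, 704 for genes downregulated by ABA, 402 for genes upregulated by both treatments, 322 for genes downregulated by both treatments, 62 for genes changed in opposite directions, 40 for genes upregulated by NaCl, downregulated by ABA, 22 for genes downregulated by NaCl, upregulated by ABA, 226 for genes upregulated by ABA only, 342 for genes downregulated by ABA only. With array weights, whose estimation did not converge and gave NaCl replicate 2 a weight of 8.04 and control replicate 1 a weight of 0.328, they were 406 for genes upregulated by ABA, 407 for genes downregulated by ABA, 271 for genes upregulated by both treatments, 199 for genes downregulated by both treatments, 44 for genes changed in opposite directions, 33 for genes upregulated by NaCl, downregulated by ABA, 11 for genes downregulated by NaCl, upregulated by ABA, 124 for genes upregulated by ABA only, 175 for genes downregulated by ABA only. Apart from the number of arrays, the cause was not tested.

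Other tests and thresholds change by their construction what counts as called. The methods' t-test at an unadjusted p gave 386 for genes upregulated by ABA, 465 for genes downregulated by ABA, 214 for genes upregulated by both treatments, 180 for genes downregulated by both treatments, 23 for genes changed in opposite directions, 16 for genes upregulated by NaCl, downregulated by ABA, 7 for genes downregulated by NaCl, upregulated by ABA, 165 for genes upregulated by ABA only, 269 for genes downregulated by ABA only. The methods' t-test with adjustment gave 341 for genes upregulated by NaCl, 254 for genes downregulated by NaCl, 0 for genes upregulated by ABA, 0 for genes downregulated by ABA, 531 for genes higher with ABA than with NaCl, 687 for genes lower with ABA than with NaCl, 0 for genes upregulated by both treatments, 0 for genes downregulated by both treatments, 0 for genes changed in opposite directions, 0 for genes upregulated by NaCl, downregulated by ABA, 0 for genes downregulated by NaCl, upregulated by ABA, 0 for genes upregulated by ABA only, 0 for genes downregulated by ABA only, 341 for genes upregulated by NaCl only, 254 for genes downregulated by NaCl only, -595 for difference in the number of genes called, ABA minus NaCl. The unadjusted counts of limma beside these zeros were 608 for genes upregulated by ABA, 646 for genes downregulated by ABA, 361 for genes upregulated by both treatments, 284 for genes downregulated by both treatments, 51 for genes changed in opposite directions, 34 for genes upregulated by NaCl, downregulated by ABA, 17 for genes downregulated by NaCl, upregulated by ABA, 230 for genes upregulated by ABA only, 328 for genes downregulated by ABA only. An adjusted p without a fold threshold gave 3729 for genes upregulated by NaCl, 5289 for genes downregulated by NaCl, 4039 for genes higher with ABA than with NaCl, 4081 for genes lower with ABA than with NaCl, 128 for genes downregulated by both treatments, 13 for genes changed in opposite directions, 10 for genes upregulated by NaCl, downregulated by ABA, 3546 for genes upregulated by NaCl only, 5158 for genes downregulated by NaCl only, -8589 for difference in the number of genes called, ABA minus NaCl. An adjusted p under 0.01 gave 54 for genes upregulated by ABA, 20 for genes downregulated by ABA, 1462 for genes higher with ABA than with NaCl, 48 for genes upregulated by both treatments, 13 for genes downregulated by both treatments, 0 for genes changed in opposite directions, 0 for genes upregulated by NaCl, downregulated by ABA, 0 for genes downregulated by NaCl, upregulated by ABA, 6 for genes upregulated by ABA only, 7 for genes downregulated by ABA only, where the counts of 0 come from limma.

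For gene families, the share of called genes depended on the setting. The share of called genes in the LEA family, ABA, was 12.5% (exact test, adjusted p = 0.315) and passed the threshold at 25% with scaling to the 75th percentile, 50% with no scaling, 25% with marked spots kept, 25% with the 6 arrays of the comparison, 37.5% with the slide as a random block, 37.5% with array weights, 25% with the renormalized series table, 37.5% with the methods' t-test at an unadjusted p, 37.5% with limma at an unadjusted p, 23.1% with upper and lower case read as the same in family names; over all alternatives the adjusted p from the exact test ran from 0.00477 to 1. The share of called genes in the MYB family, ABA, was 0.971% (exact test, adjusted p = 1) and passed the threshold at 15.5% with no scaling, 12.6% with the slide as a random block, 8.74% with array weights, 12.6% with limma at an unadjusted p; over all alternatives the adjusted p from the exact test ran from 0.00259 to 1. The share of called genes in the ERF family, ABA, was 2.78% (exact test, adjusted p = 0.499) and passed the threshold at 12.5% with the slide as a random block, 9.72% with array weights, 9.03% with the methods' t-test at an unadjusted p, 13.2% with limma at an unadjusted p; over all alternatives the adjusted p from the exact test ran from 0.00366 to 1. For MYB this is a reversal, since its share lay below that of the other genes and moved above it. With case ignored in every family pattern, 3 of 24 family tests passed, and with case as written 0 did, as in the reported Fisher's exact tests, which called 0 of 24; on calls at an unadjusted p, 3 families passed with NaCl and 4 with ABA. Except for the settings that change the threshold, the cause was not tested.

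For gene lists, the set test of limma with its preset correlation was compared with 3 others. With the correlation estimated from the data, the following medians no longer passed, where the adjusted p is given as its lowest over the alternatives and its value here, which is the highest: 1.30 for median log2 fold change of the list ABA and stress markers named in the paper, NaCl (adjusted p from 1.45e-09 to 0.117), 0.65 for median log2 fold change of the list ABA and stress markers named in the paper, ABA (adjusted p from 4.72e-22 to 0.0722), -0.69 for median log2 fold change of the list ABA receptors, ABA (adjusted p from 4.66e-08 to 0.117), 2.50 for median log2 fold change of the list ABA signalling phosphatases, NaCl (adjusted p from 2.18e-11 to 0.106), 2.49 for median log2 fold change of the list ABA signalling phosphatases, ABA (adjusted p from 1.11e-53 to 0.0635), 1.40 for median log2 fold change of the list clock, evening phase, NaCl (adjusted p from 4.43e-11 to 0.0651), 0.87 for median log2 fold change of the list clock, morning phase, ABA (adjusted p from 4.01e-05 to 0.106), 2.99 for median log2 fold change of the list low-oxygen response, NaCl (adjusted p from 1.87e-14 to 0.106). Under fry, these passed in place of not passing: -0.52 for median log2 fold change of the list ABA receptors, NaCl (adjusted p = 0.0181, up to 0.486 elsewhere), -0.40 for median log2 fold change of the list clock, evening phase, ABA (adjusted p = 0.0181, up to 0.335 elsewhere), -0.34 for median log2 fold change of the list clock, morning phase, NaCl (adjusted p = 0.0465, up to 0.978 elsewhere). The second of them also passed with no filter on dim probes, at -0.40. The median log2 fold change of the list low-oxygen response, ABA, was 0.19 and its adjusted p from limma ran from 7.86e-07 to 0.772; it no longer passed at 0.29 with scaling to the 75th percentile, 0.12 with probes above the background on all 9 arrays, 0.26 with marked spots kept, 0.27 with the series table as deposited, 0.26 with the renormalized series table, nor at 0.19 with the estimated correlation, fry or cameraPR. Without scaling it was 0.86, above the median of all genes, while camera placed the list lower than other genes, a reversal. The median log2 fold change of the list wounding and jasmonate, ABA, was -0.044 and passed without scaling alone, at 0.39 (adjusted p = 0.0399 from limma, the lowest over its alternatives). The set tests do not use the 6-array, block and weight settings, so their adjusted p is the same there, while medians and calls can move: with array weights the median log2 fold change of the list low-oxygen response, NaCl, was 4.11, that of the list low-oxygen response, ABA, was 0.42, and that of the list wounding and jasmonate, NaCl, which passes no test here, went from -0.24 to 0.057. The cause was not tested.

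One gene reversed: the AT4G15160 log2 fold change, ABA_vs_NaCl, moved from -2.07 to 1.06 with the dimmest probe of the gene. That probe measures another sequence and has a mean log2 signal of 4.43, near the background. The cause was not tested. Not run were the scan day as a block, which is confounded with NaCl, the slide as a fixed block, since no slide holds arrays of over 1 group, the deposited series table for NaCl, whose columns were normalized apart from the control columns, and all alternatives on promoter motifs, which need a genome sequence. ABA replicates are numbered as in the array files; columns 1, 2 and 3 of the series table match replicates 2, 3 and 1, so a named ABA replicate, and the replicate block, may refer to another sample.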

Differences from the paper's values

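The comparisons of Table 2 to 4 genes with their calls under each setting were added after the results were seen. For NaCl, the paper's 144 upregulated genes stand against 2264 here and the paper's 139 downregulated genes against 3024, and both differ under every alternative set before the data were examined. Among the genes upregulated by ABA, the paper's 408 stand against 192 here; the difference closes with array weights (406), the methods' t-test at an unadjusted p (386) and limma at an unadjusted p (608), and with no other alternative. Among the genes downregulated by ABA, the paper's 381 stand against 167 here; the difference closes with array weights (407) and the methods' t-test at an unadjusted p (465) alone. Regarding both treatments, the paper's 31 upregulated genes stand against 139 here, and the counts differ under every alternative run. The paper's text also gives a larger number for this group, from which the count of 48 at an adjusted p under 0.01 does not differ. The paper's 23 downregulated genes stand against 76. Leaving out 1 array gives counts of genes downregulated by both treatments that no longer differ: 34 without control replicate 1, 18 without ABA replicate 1 and 24 without ABA replicate 2.

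In Table 2, 20 of 31 NaCl fold changes against the control differ; the paper's value and the value here are, in this order, AT5G50360 5.8608 and 28.6, AT5G49120 5.3675 and 2.13, AT2G18550 3.7087 and 6.57, AT1G07430 3.5534 and 24, AT4G02280 3.4619 and 9.38, AT2G41190 3.4442 and 9.62, AT4G14819 3.4372 and at least 5.36, AT5G53120 3.4023 and 2.06, AT3G22560 3.3933 and 44.4, AT3G48020 3.1747 and 19.8, AT1G80160 2.9702 and 18.3, AT4G18980 2.6594 and 4.42, AT4G27410 2.4024 and 1.14, AT3G11410 2.2645 and 5.83, AT3G14360 2.2635 and 5.43, AT1G79520 2.2204 and 4.47, AT2G39800 2.1813 and 6.04, AT1G51140 2.1383 and 4.2, AT5G66400 2.1236 and 13.7, AT5G57050 2.0813 and 5.66. No ABA fold change of Table 2 differs. A fold change is listed where it departs by over 1.5-fold and by more than the larger SD between replicates, by the fold alone where an array at the background widens that SD, as for HB21 (AT2G18550), and, for a lower limit, where the limit is over 1.5-fold above the paper's. By the last rule AT5G63350 and AT5G40790, whose fitted NaCl values are outside 1.5-fold, are not listed. AT2G18550 no longer differs under array weights, without control replicate 1. AT4G18980 no longer differs under normexp background correction, array weights, without NaCl replicate 1. AT1G51140 no longer differs under normexp background correction. The other genes differ under all alternatives set before the data were examined.

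In Table 3, 11 of 22 NaCl fold changes differ; the paper's value and the value here are, in this order, AT4G20780 0.4886 and 0.269, AT3G03780 0.4726 and 0.137, AT4G37670 0.4649 and 0.0822, AT2G23600 0.4647 and 0.217, AT5G59080 0.4621 and 0.204, AT4G14680 0.4594 and 0.18, AT5G59340 0.3664 and 0.172, AT1G76990 0.3184 and 0.714, AT5G57220 0.1931 and 0.0444, AT3G15356 0.1843 and 0.0105, AT3G16530 0.1668 and 0.0151. AT4G37670 no longer differs under normexp background correction. AT5G59340 no longer differs under normexp background correction. The other genes differ under all alternatives set before the data were examined. With ABA, AT3G03780 alone differs, with the paper's 0.2624 against 0.462, and no longer so with the mean of the gene's probes and without control replicate 3.

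For the gene of Table 4, AT4G15160, the paper's NaCl fold change of 2.0926 stands against 1.36. It no longer differs under scaling to the 75th percentile, no scaling, marked spots kept, without control replicate 2, without control replicate 3, without NaCl replicate 2, and it differs under the other alternatives set before the data were examined.

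The paper states that ABA changes more genes than salt does, and that the groups changed by ABA alone are larger than those changed by NaCl alone. Here the difference in the number of genes called, ABA minus NaCl, is -4929 and stays negative under every alternative run, and the groups hold 51 and 87 genes against 2121 and 2946. The paper finds a single gene with opposite responses and none that falls with NaCl and rises with ABA. Here 6 features are called in opposite directions, of which 2 fall with NaCl and rise with ABA, and the gene of Table 4 is not among them. The genes changed in opposite directions number 1 when the 6 arrays of a comparison are fitted alone, without control replicate 3 and without ABA replicate 2. The genes downregulated by NaCl, upregulated by ABA number 0 in the fit of 6 arrays, at an adjusted p under 0.01, and by the methods' t-test with adjustment. They also number 0 without control replicate 3 and without ABA replicate 1.

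The paper lists its genes of Tables 2 to 4 as changed by both treatments, and RD22 and RD26 as changed by salt. Most of the 54 tested genes of the tables are called here with NaCl (47), and with ABA 25 are. With NaCl, those not called are AT5G49120, RD26 (AT4G27410), KNAT3 (AT5G25220), CIPK1 (AT3G17510), AT5G19230, ACR3 (AT1G76990), AT4G15160, RD22 (AT5G25610). Of these, RD22 is called with normexp background correction, marked spots kept, the slide as a random block, array weights and without NaCl replicate 3, at an unadjusted limma p, and with the renormalized series table, which was chosen after seeing the values. AT5G49120 is called with the slide as a random block, AT5G19230 without scaling, and KNAT3 with the mean of the gene's probes. The dimmest probe, also chosen after seeing the values, calls KNAT3 and ACR3. Of the 47 table genes called with NaCl, some are no longer called or no longer tested under other settings: 8 with probes above the background on all 9 arrays, 7 with normexp background correction, 4 with no scaling, 2 each with scaling to the 75th percentile and the mean of the gene's probes, and 1 each with no filter on dim probes and the fit of 6 arrays. Without control replicate 1, 2 and 3 these number 3, 1 and 3, without NaCl replicate 1, 2 and 3 they number 1, 4 and 1, and without any ABA replicate 0. The dimmest probe drops 3, while marked spots kept, the replicate block, the slide as a random block, array weights and the renormalized series table drop 0. RD26, CIPK1 and AT4G15160 are called with NaCl in none of the settings that keep the fold threshold; without it CIPK1, KNAT3 and AT5G19230 pass.

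With ABA, 29 table genes are not called, and each is called by at least 1 of the settings. Limma at an unadjusted p calls 26 of them and the methods' t-test at an unadjusted p calls 25. Of the settings that keep the adjusted p, the slide as a random block calls 25, array weights 19, no scaling 13, probes above the background on all 9 arrays 4, and normexp background correction 3. Leaving out NaCl replicate 1 or NaCl replicate 3 calls 3 each, and leaving out control replicate 2 calls 2. Scaling to the 75th percentile (AT3G22560), marked spots kept and the series table as deposited (both RD26), the mean of the gene's probes and the fit of 6 arrays (both AT2G25625), the replicate block (AT5G04310) and leaving out ABA replicate 3 (RXF12) call 1 each. Among the settings chosen after seeing the values, the dimmest probe calls 3 and drops 5 of the 25, and the renormalized series table calls 1 (RD26) and drops 0. Without a fold threshold, 2 pass. Settings also drop some of the 25 called genes: 17, 14 and 13 without ABA replicate 1, 2 and 3, 11, 4 and 12 without control replicate 1, 2 and 3, and 3, 6 and 4 without NaCl replicate 1, 2 and 3. The fit of 6 arrays and the replicate block drop 8 each, no filter on dim probes 5, probes above the background on all 9 arrays 4, no scaling and normexp background correction 3 each, the mean of the gene's probes 2, and scaling to the 75th percentile 1. The slide as a random block, array weights, marked spots kept and the series table as deposited drop 0.

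The paper finds the families of its salt and ABA sections enriched or upregulated. Here none of the 24 Fisher's exact tests of families, which were matched by gene name alone, passes the threshold (lowest adjusted p = 0.0664). With NaCl, the MYB (adjusted p = 0.0243) and ERF (adjusted p = 0.0226) families pass it on calls of the methods' t-test at an unadjusted p, and the ERF, MYB and glutathione S-transferase families on limma calls at an unadjusted p. For ABA, settings that bring families past it are named in the preceding part. The reading of family names with case ignored, chosen after seeing the values, passes 3. In the reference annotation AT3G03780 is the methionine synthase gene MS2, where the paper lists a WNK-related kinase.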

Other observations

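The tests of scaling, single arrays, scan day and the paper's fold changes were chosen only after the results were seen. The splits of the arrays, the comparison of probes of a gene and the simulations of shared controls were not. The comparison with different control arrays was.

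More genes were called between NaCl and control than between ABA and control. Only 1 of 10 splits of the NaCl and control arrays, the real one, gave as many calls, and the same count of 1 of 10 held for ABA and control, for ABA and NaCl, and for the difference in calls between the treatments. With 3 arrays against 3, chance cannot be excluded at 0.05 by such splits. The other splits also mix the arrays of both conditions within a group, which widens the spread and lowers their calls. The tables argue against shifts of single probes. The fold change of a gene's brightest probe and the mean of its other probes had a correlation of 0.841 with NaCl. They argue against the scaling, since the smallest surplus of NaCl calls over ABA calls under 4 scalings was 3061, and against a single array, since the lowest number of NaCl calls with 1 array left out was 4454. The batch stays open: 0 NaCl arrays share a slide or scan day with a control array, while all ABA arrays share the scan day of the controls, so the larger number of calls cannot be told apart from the scan day. A stronger response to 150 mM NaCl than to 10 μM ABA is a biological explanation that was not tested apart from it.

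Across genes, the fold changes of the treatments go together. The observed correlation of 0.414 lies between that of unchanged groups simulated against shared controls, 0.499, which the design itself sets, and that of groups with independent effects, 0.141, in which only called genes were given effects. With fold changes taken against different control arrays, the correlation averaged 0.218 and ran from 0.0898 to 0.323 over 6 assignments, neither near 0 throughout nor above 0.2 throughout. How much of the correlation comes from chance errors of the control arrays therefore cannot be told. The overlap of calls is another matter: with independent effects and shared controls, the largest simulated number of genes upregulated by both was 23, against 139 observed, which argues against the shared controls as the cause of the overlap. A response common to both treatments may explain it, though the batch of the NaCl arrays was not ruled out.

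The paper's fold changes for Tables 2 to 4 were compared with the arrays. With ABA, 53 of 54 genes were within 1.5-fold of the paper's value, with a correlation of 0.996 on the log2 scale and an SD of the differences of 0.20. These figures use fitted values. AT5G63350, AT5G40790 and AT4G14819 were at the background on every control array, and AT3G46880 on every ABA array. Their ABA fold changes are known only as lower limits, so whether they are within 1.5-fold cannot be told. With NaCl, 20 of 54 were within 1.5-fold, with a correlation of 0.898 and an SD of 1.53, and all 54 had the same sign. These correlations pool upregulated and downregulated genes. Within Table 2 the correlation was 0.44 with NaCl and 0.984 with ABA, and within Table 3 it was 0.61 and 0.958. The tables argue against the scaling as the cause, since the smallest SD for NaCl over the scalings was 1.36. If the paper's NaCl values were taken against other control values, the paper's ABA minus NaCl differences would also depart from those of the arrays, and the SD for these was 1.57. That outcome could also come from other NaCl arrays or other processing on the paper's side, so the explanations cannot be told apart.

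Other lists gave these values, without an explanation being tested. The ABA signalling phosphatases, a positive control, had a median log2 fold change of 2.49 with ABA (adjusted p = 3.11e-14 from limma's camera, higher on 3 of 3 arrays) and 2.50 with NaCl (adjusted p = 1.68e-05, higher on 3 of 3 arrays), with 6 of 7 tested genes called in each treatment, and 6 when adjusted over the list alone; 3 of the 9 listed genes are also in the paper's tables and 2 are among the markers. The ABA receptors had a median of -0.69 with ABA (adjusted p = 9.14e-04 from limma's camera, lower on 3 of 3 arrays) and -0.52 with NaCl (adjusted p = 0.151, lower on 3 of 3 arrays), with 3 of 9 called in each, and 3 when adjusted over the list alone. The markers named in the paper had medians of 0.65 with ABA (adjusted p = 5.72e-06 from limma's camera) and 1.30 with NaCl (adjusted p = 0.00239), higher on 3 of 3 arrays each. With the correlation estimated from the data none of these adjusted p values passed.

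With ABA, the morning-phase clock genes had a median log2 fold change of 0.87 (adjusted p = 7.24e-04 from limma's camera, higher on 3 of 3 arrays), with 0 called by limma over all genes, 1 at an unadjusted p, 1 by the methods' t-test and 1 when adjusted over the list alone. The evening-phase genes had -0.40 (adjusted p = 0.0654, lower on 3 of 3 arrays), with 0 called by limma over all genes, 2 at an unadjusted p, 1 by the methods' t-test and 2 when adjusted over the list alone; without scaling this median was 0.21, and relative to all genes it stayed below 0 (-0.27). The wounding and jasmonate genes had a median of -0.24 and a mean of 0.24 with NaCl (adjusted p = 0.682, higher on 1 of 3 arrays), with 9 of 18 called, 4 up and 5 down, and 9 when adjusted over the list alone. With ABA their median was -0.044 (adjusted p = 0.94), with 0 called by limma over all genes, 2 at an unadjusted p, 1 by the methods' t-test and 1 when adjusted over the list alone.

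On simulated data, 200 genes per treatment were changed by at least 1.5 on the log2 scale, up or down. Of these, 155 were called in the NaCl comparison and 156 in the ABA comparison, with 6 and 2 unchanged genes called. These counts pool all sizes of change. The methods' t-test without adjustment called 104 and 102 unchanged genes.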
